# Recovery from an Acute Infection in *C. elegans* Requires the GATA Transcription Factor ELT-2

**DOI:** 10.1371/journal.pgen.1004609

**Published:** 2014-10-23

**Authors:** Brian Head, Alejandro Aballay

## Abstract

The mechanisms involved in the recognition of microbial pathogens and activation of the immune system have been extensively studied. However, the mechanisms involved in the recovery phase of an infection are incompletely characterized at both the cellular and physiological levels. Here, we establish a *Caenorhabditis elegans*-*Salmonella enterica* model of acute infection and antibiotic treatment for studying biological changes during the resolution phase of an infection. Using whole genome expression profiles of acutely infected animals, we found that genes that are markers of innate immunity are down-regulated upon recovery, while genes involved in xenobiotic detoxification, redox regulation, and cellular homeostasis are up-regulated. *In silico* analyses demonstrated that genes altered during recovery from infection were transcriptionally regulated by conserved transcription factors, including GATA/ELT-2, FOXO/DAF-16, and Nrf/SKN-1. Finally, we found that recovery from an acute bacterial infection is dependent on ELT-2 activity.

## Author Summary

Infections by bacterial pathogens often produce substantial tissue damage and alter metabolism in the host that, if left unchecked, could be detrimental to overall fitness. The cellular and systemic responses that resolve these alterations in the host are not well defined. Here, we examine transcriptional networks in an animal host that are modulated during the resolution phase of an intestinal infection treated with an antibiotic. Up-regulation of genes involved in detoxification and cellular homeostasis during the resolution phase is controlled by the conserved endodermal GATA transcription factor ELT-2. GATA transcription factors are known to be involved in the development, differentiation, and function of a diverse array of metazoan tissue types. Therefore, our results ascribe a new role to GATA transcription factors in recovery from an acute infection. Fully characterizing the host response during resolution of an infection will lead to a better understanding of human health concerns related to recurrent infections, wound healing, autoimmune diseases, and chronic inflammatory disorders.

## Introduction

The course of human bacterial infections is controlled by a combination of immune responses, physiological changes, and, if necessary, antibiotic treatment. To recover from an infection and return to homeostasis, the host must activate mechanisms capable of controlling the damage caused by pathogen virulence factors, inflammation, and a potentially toxic antibiotic exposure. If these alterations in host physiology are not handled appropriately, the host risks entering a state of reduced fitness. This reduced fitness manifests in the form of recurrent infections, inappropriate wound healing, autoimmune diseases, and chronic inflammatory disorders. While the mechanisms involved in the recognition of microbial pathogens as such and the subsequent activation of the immune system have been extensively studied, the pathways involved in host recovery after an infection remain understudied.

To examine the biological changes that take place during the recovery phase of an acute bacterial infection, we decided to use the nematode *Caenorhabditis elegans* as a simple model host. Various human bacterial pathogens, including *Pseudomonas aeruginosa*, *Salmonella enterica*, *Staphylococcus aureus*, and *Enterococcus faecalis*, have been shown to colonize and kill *C. elegans* using conserved virulence mechanisms [1]–[4]. Moreover, *C. elegans* responds to infections using an inducible innate immune system that is controlled by several evolutionary conserved signaling cascades including the p38-MAPK (PMK-1), insulin-IGF (DAF-16), GATA (ELT-2), and TGF-B (SMA-6) pathways [5]–[8]. It is therefore likely that investigating *C. elegans* recovery from bacterial infection would shed light on host responses that reestablish homeostasis post-infection.

In this study, we established a *C. elegans-S. enterica* pathogenesis system as a model of acute infection by infecting nematodes with *S. enterica* and subsequently resolving the infection by treatment with the antibiotic Tetracycline. Using this acute infection model, we profiled gene expression changes in the host over the course of the infection and during the recovery phase of the infection. We found that during recovery, certain components of the host innate immune response were dampened, while mechanisms involved in xenobiotic detoxification, redox regulation, and cytoprotection were activated. A large number of the genes altered during recovery corresponded to intestinal genes regulated by ELT-2, which is a conserved GATA transcription factor that plays a key role in the control of intestinal functions in *C. elegans*. Further studies indicated that the recovery from acute *S. enterica* infection required ELT-2, indicating that ELT-2 controls not only induction of innate immune response genes but also genes that play a crucial role in the resolution of an infection.

## Results

### Use of a *C. elegans-S. enterica* pathogenesis system to model acute infections

Although host responses that limit microbial infection have been extensively studied, the mechanisms involved in the recovery phase of an infection are incompletely characterized at both the cellular and physiological level. We decided to use *Caenorhabditis elegans* as a simple model host for assessing biological changes during the recovery phase from an acute infection. *C. elegans* is propagated in the laboratory by feeding them *E. coli* strain OP50. *E. coli* is effectively disrupted by the *C. elegans* pharyngeal grinder and essentially no intact bacterial cells can be found in the intestinal lumen of young, immunocompetent animals. However, pathogenic bacteria such as *Salmonella enterica* are capable of killing *C. elegans* by infectious processes that correlate with the accumulation of bacteria in the intestine. As in mammalian hosts, a small inoculum of *S. enterica* is capable of establishing a persistent infection in *C. elegans* that does not require constant exposure to bacteria and cannot be prevented by transferring the infected animals to plates containing *E. coli* [2], [9].

To determine whether a long-lasting, chronic *S. enterica* infection could be easily reversed by antibiotic treatment to model a short, acute infection we used *fer-1(b232ts)* animals, which are fertilization defective at the restrictive temperature. This prevents losing track of the initially infected animals in the morass of progeny that would be otherwise generated following an acute infection. We first established that transferring *S. enterica-*infected animals to plates containing the bacteriostatic antibiotic Tetracycline and seeded with Tet^R^ *E. coli* was sufficient to significantly reduce bacterial burden (Figure S1). Subsequently, we decided to use 50 µg/ml Tetracycline treatment to reduce *S. enterica* burden to model an acute infection in *C. elegans*.

We monitored bacterial accumulation over the course of a 120 hour infection in synchronized larval stage 1 (L1) *fer-1(b232ts)* animals continuously grown on plates seeded with *S. enterica-*GFP or transferred to Tetracycline-containing plates seeded with Tet^R^ *E. coli*. Consistent with previous findings indicating that *C. elegans* larvae are highly resistant to pathogen-mediated killing and that death does not occur during the first several days of an *S. enterica* infection [9], [10], we observed that only 4.1% of the animals exposed to *S. enterica-*GFP starting at the L1 stage were colonized 72 hours later (Figure 1A). In contrast, at 96 and 120 hours post-exposure, 41.9% and 71.4% of the animals were colonized by *S. enterica*-GFP (Figure 1B–C). We found that transferring animals from *S. enterica* at 72 or 96 hours to Tetracycline-containing plates for 24 hours reduced bacterial burden (Figure 1B–C). Quantification of the number of live bacteria in animals that were infected with *S. enterica-*GFP for 72 hours and treated with Tetracycline for 24 hours showed a significant reduction of bacterial burden (Figure 1D), confirming that Tetracycline treatment can prevent *S. enterica* from persistently colonizing the *C. elegans* intestine and causing a chronic infection.

**Figure 1:**
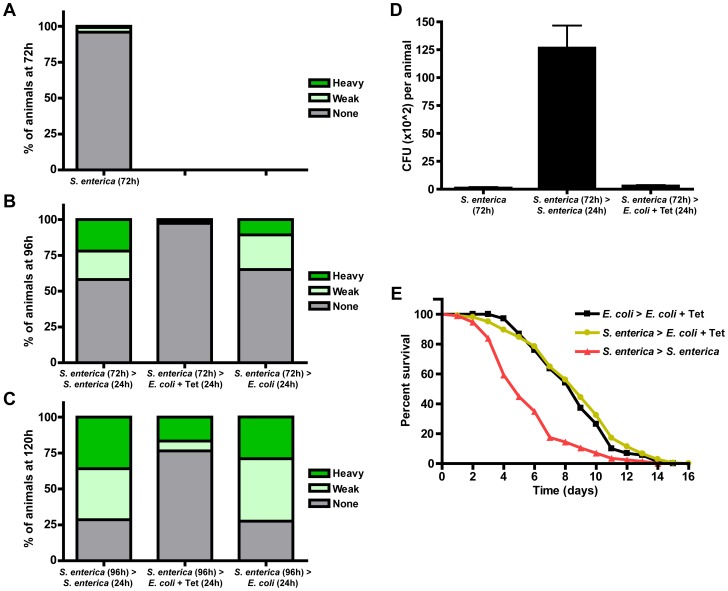
Tetracycline treatment models *S. enterica* acute infection in *C. elegans*. (A) *fer-1(b232ts)* L1 animals were exposed to *S. enterica*—GFP for 72 hours. (B) *fer-1(b232ts)* L1 animals were exposed to *S. enterica*—GFP for 72 hours and transferred to the indicated plates for 24 hours. (C) *fer-1(b232ts)* L1 animals were exposed to *S. enterica*—GFP for 96 hours and transferred to the indicated plates for 24 hours. At each time point, overall GFP intensity in the intestinal lumen was determined using an MZFLIII Leica stereomicroscope. Three levels of colonization were determined as heavy, weak, or none as described in Materials and Methods. N = 104–150 animals per condition. The graph represents the combined results of 2 independent experiments. (D) Quantification of colony forming units of *fer-1(b232ts)* L1 animals exposed to *S. enterica*—GFP for 72 hours, *S. enterica*—GFP for 96 hours, or *S. enterica*—GFP for 72 hours and then treated with Tetracycline for 24 hours. N = 10 animals per condition. The graph represents the combined results of 4 independent experiments. (E) *fer-1(b232ts)* L1 animals were exposed to *E. coli* or *S. enterica*—GFP for 72 hours and then transferred to *E. coli* plus Tetracycline or *S. enterica—*GFP. Animals were scored for survival 72 hour post initial exposure to *S. enterica*. N = 60 animals per condition. The graph represents the combined results of 5 independent experiments.

Even though our results indicate that Tetracycline can prevent *S. enterica* from causing a persistent colonization of the *C. elegans* intestine, it was unclear whether acute pathogenic challenge would damage the animal and translate into an associated reduction in survival. As shown in Figure 1E, we found that the survival of animals infected with *S. enterica* and then treated with Tetracycline is significantly higher than that of animals continuously infected (Figure 1E; yellow vs. red lines). Also, survival of infected and then Tetracycline-treated animals is nearly equivalent to animals that were never infected (Figure 1E, yellow vs. black lines). Treatment with Tetracycline in the presence of killed bacteria only increased *C. elegans* mean lifespan from 14.2 to 14.9 days (Figure S2). Taken together, these studies show that an *S. enterica* infection can be resolved by treating the animals with Tetracycline and indicate that this type of treatment can be used to model an acute *S. enterica* infection that progresses towards chronicity if the animals were to remain untreated.

### Recovery from an acute *S. enterica* infection results in the down-regulation of immune responses and up-regulation of cellular homeostatic mechanisms

To investigate cellular mechanisms potentially involved in recovery after an infection, we utilized Agilent *C. elegans* gene expression microarrays to identify changes in gene expression during infection and changes that take place after the infection is reversed by treatment with Tetracycline (Figure 2A, Tables S1 and S2). 

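RNA of *fer-1(b232ts)* animals, which cannot fertilize eggs at the restrictive temperature, was measured in 7 groups on 14 arrays, with 2 biological replicates in each group and 1 array for each replicate. Uninfected animals were collected after 36 hours on *E. coli* OP50. Infected animals were collected after 36, 72, 96 and 120 hours on *S. enterica*. Animals of the recovery groups spent 72 or 96 hours on *S. enterica* and then 24 hours on *E. coli* with 50 µg/ml Tetracycline, so that they matched the 96-hour and the 120-hour infected animals in age. Uninfected animals were measured only at 36 hours. The arrays are Agilent 1-colour *C. elegans* arrays with 43803 spots that are not controls, which the array design assigns to gene names. Of all gene names, 2096 are the name of the probe itself, and 17790 names have 1 probe. The authors deposited the scanner's background-adjusted signal intensity of each spot and a table of log2 values that had been quantile normalized. In that table, the 10 arrays of the 36-, 72- and 96-hour groups share 1 distribution (mean absolute difference 6.36e-05), while the 4 arrays of the 120-hour groups had been normalized together with those of animals infected for 96 hours (7.01e-05). For the values given here, the scanner's intensity was log2 transformed, quantile normalized across all 14 arrays and averaged over the spots of each gene name, leaving out the 2 to 59 spots per array that the scanner marked as outliers. The 7 groups were fitted together with limma, so that every comparison used the spread between replicates of all groups (7 residual degrees of freedom and 1.81 added by the empirical Bayes step). Between 64.9% and 78.8% of the spots on an array were well above background by the scanner's own call. The median absolute difference between the replicates of a group was 0.21 to 0.24 on the log2 scale in 6 groups and 0.31 in the animals treated for recovery at 120 hours. The arrays came on 4 slides, with the replicates of a group on different slides and both groups of each recovery comparison on the same slides. The 36- and 72-hour groups were on 1 pair of slides and the 96- and 120-hour groups on the other, so that slide and time cannot be told apart between them. Some genes were not well above background on any array of 1 of the groups compared. Their change is given only as an approximate lower limit, with a signal under the array's background limit replaced by that limit. The background limit is the lowest signal called well above background on that array. Some probes with a higher signal were not called so, so that these lower limits are not strict. The number of arrays limits the precision of every value.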

Initially, we focused our analysis on animals that were infected with *S. enterica* for 96 hours vs. animals that were infected for 72 hours and treated with Tetracycline for 24 hours to resolve the infection. At 96 hours, 99% of the animals were alive in both conditions (Figure 1E, Day 1). Overall, 243 genes, or approximately 1% of the *C. elegans* genome, were altered more than 2-fold (p<0.05) when comparing the 96-hour cohorts. Of these altered genes, 126 were down-regulated and 117 were up-regulated (Table S2).

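In this comparison, 381 of the gene names on the array (1.53%) changed more than 2-fold with an unadjusted p under 0.05 (limma). The unadjusted p was under 0.05 for 1114 names in all, and for 1906 with the slide as a fixed block, chosen after seeing the data. After Benjamini-Hochberg adjustment over all names, 36 had an adjusted p under 0.05, and the smallest adjusted p was 1.67e-03. Of these 36 names, 19 were lower and 17 were higher upon recovery. Arrays in which no gene changed were simulated 20 times. With the spread of the model above, a median of 402 names (360 to 435) passed the 2-fold threshold. When the differences between slides were kept, 151 (128 to 171) passed. The former simulations draw arrays independently, whereas the replicate differences of the 2 groups correlated (Pearson's r 0.48). They gave 1204 to 1320 names with an unadjusted p under 0.05, more than the 1114 seen, which argues against their spread. After adjustment, at most 1 name passed in any of these simulations. The background correction moved the count most, with 48 names past the 2-fold threshold after the normexp correction, 46 of them among the 381. With the slide as a random block, 126 names had an adjusted p under 0.05, and with limma on the 4 compared arrays alone none had, while 1219 had an unadjusted p under 0.05 there.

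**Figure D1:**
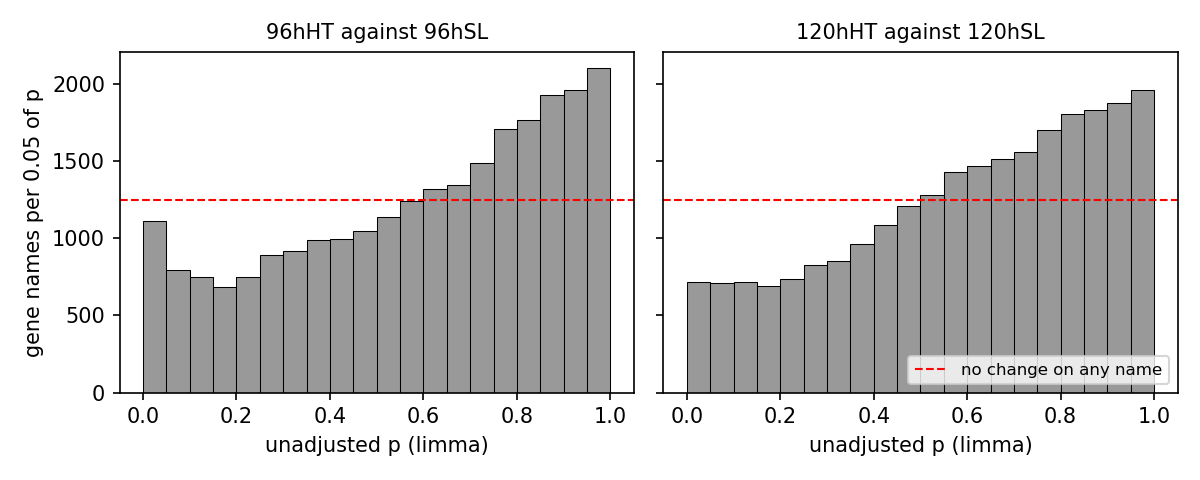
Unadjusted p of all gene names for recovery at 96 hours and recovery at 120 hours. Each panel is a histogram of the number of names per interval of p, and the dashed line is the number per interval if no name changed. At p under 0.05 there are 1114 and 715 names, from the model without slides, and both are under the dashed line. They are 1906 and 1315 with the slide as a fixed block, chosen after seeing the data. Infection at 36 hours, which is not drawn, had 6600 such names without slides and 8645 with the slide as a fixed block.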

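Of the names past this threshold, 190 were lower and 191 were higher upon recovery at 96 hours. Both arrays of both groups were well above background for 83 of the lower names (43.7%) and 90 of the higher names (47.1%). For 16 of the lower and 40 of the higher names, none of the 4 arrays was. Among the genes with an adjusted p under 0.05 that moved the same way in both replicates, the 5 with the largest falls were *ins-8*, C41G6.13, Y71F9AM.8, F26F2.9 and T16A1.2. The ranking used the measured log2 change, including signals under background. The insulin-like gene *ins-8* lies on chromosome IV (probe at 9680369 to 9680428 of the ce4 assembly) and was at least 23.9-fold lower (adjusted p = 0.0150). Expression of C41G6.13 fell by 4.53 on the log2 scale (standard error 0.28, adjusted p = 1.67e-03) and that of Y71F9AM.8 by 3.74 (standard error 0.48, adjusted p = 0.0336), the latter well above background on 1 of the treated arrays. F26F2.9 was at least 5.74-fold lower and T16A1.2 at least 3.76-fold lower. The limit for T16A1.2 is smaller than the 4.82-fold fall of *ilys-3*, which was well above background on all 4 arrays, so that its rank is open. The 5 largest rises were those of *cyp-13A6*, *cyp-33B1*, T16G1.6, *pgp-1* and *cdr-1*. Single arrays weighed on these counts. Without replicate 1 of the infected animals 366 names were lower, without replicate 2 of the treated animals 302 were lower, and without replicate 1 of the treated animals 364 were higher.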

**Figure 2:**
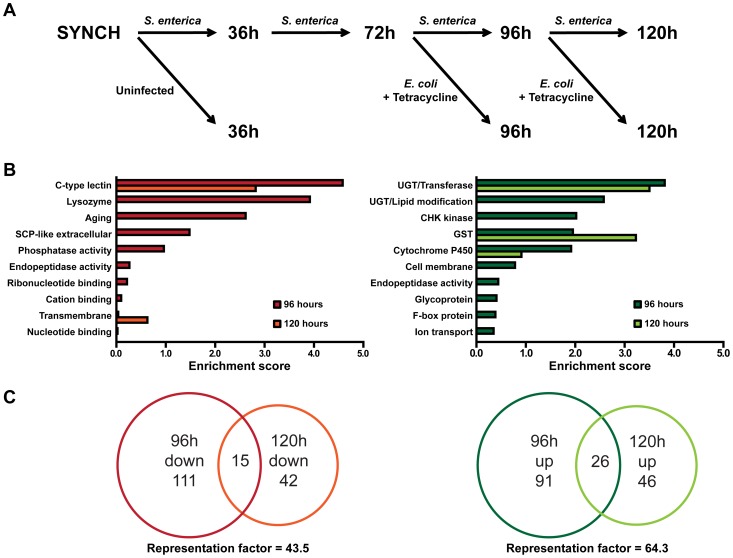
Whole genome expression analysis reveals down-regulated immune response genes and up-regulated detoxification genes during resolution of acute *S. enterica* infection. (A) Flowchart of animal cohorts collected for the microarray analysis. (B) Gene ontology analysis of genes regulated during recovery at the 96 and 120 hour time points using the DAVID Bioinformatics Database. Enrichment scores of the 96-hour and 120-hour down-regulated clusters are shown in the left panel. Enrichment scores of the 96-hour and 120-hour up-regulated clusters are shown in the right panel. (C) Venn diagrams showing the overlap of the 96-hour and 120-hour down-regulated genes, left, and overlap of the 96-hour and 120-hour up-regulated genes, right. Representation factors are 43.5 and 64.3, respectively.

To identify related gene groups that are transcriptionally controlled by pathways potentially involved in the changes that take place after infection, we performed an unbiased gene enrichment analysis using the database for annotation, visualization and integrated discovery (DAVID, http://david.abcc.ncifcrf.gov/) [11]. The 10 gene ontology (GO) clusters with the highest DAVID enrichment score are shown in Figure 2B and Table S3. 

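All genes named *clec* (C-type lectins, 239 on the array) and all genes named *lys* or *ilys* (lysozymes, 15 on the array) were compared between the 96-hour cohorts, whatever their own values. Expression of the lysozyme genes fell by 0.65 on the log2 scale on average upon recovery, with 12 of 15 genes lower and mean changes of -0.59 and -0.72 in the replicates. The competitive test camera, which asks whether a set of genes moved more than the other genes and here takes a preset correlation of 0.01 between genes, gave an adjusted p = 9.54e-12 over 10 tests of 5 families at both time points. It was 9.20e-05 in the self-contained test fry and 1.35e-03 in camera with an estimated correlation. C-type lectin expression fell by 0.15 on average, with 139 of 239 genes lower and mean changes of -0.12 and -0.18 in the replicates (camera adjusted p = 1.27e-03, fry adjusted p = 0.0399). With an estimated correlation the adjusted p for the C-type lectins was 0.0591, and without replicate 2 of the infected animals their mean fell by 0.09, with an adjusted p = 0.0530. More than 2-fold changes at an unadjusted p under 0.05 were seen in 16 lower and 5 higher C-type lectin genes, and in 5 lower and 0 higher lysozyme genes. Of the Table S3 members, all 12 C-type lectin genes were past this threshold, 2 of them after adjustment over all names, and 8 were well above background on all 4 arrays. The members' median log2 change was -1.62. Of the 4 lysozyme members, 3 were past the threshold and the fourth, *ilys-5*, fell by 0.82. Expression of *clec-43* fell by 1.45 on the log2 scale (standard error 0.21, adjusted p = 0.0496).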

For the subset of down-regulated genes that respond to the resolution of the infection, the 2 top-scoring GO clusters, c-type lectins and lysozyme groupings, have previously been described as part of an inducible *C. elegans* immune response to a variety of pathogens [12]–[15]. For the subset of up-regulated genes that respond to the resolution of the infection, 4 of the top 10 highest scoring ontology clusters are associated with xenobiotic detoxification, redox regulation, or cytoprotection [16], [17]. These results indicate that the activation of the innate immune system of *C. elegans* by *S. enterica* infection is attenuated once the infection is resolved and that certain cellular homeostatic pathways are activated during recovery.

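Genes named *ugt* (UDP-glucuronosyltransferases), *gst* or *gsto* (glutathione S-transferases) and *cyp* (cytochrome P450 enzymes) were taken from the array in the same way. The 60 *ugt* genes rose by 0.29 on the log2 scale on average at 96 hours, with 43 of 60 higher (camera adjusted p = 3.04e-08). The 75 *cyp* genes rose by 0.37, with 53 of 75 higher (adjusted p = 3.85e-08), and the 43 glutathione S-transferase genes rose by 0.16, with 25 of 43 higher (adjusted p = 4.45e-03). In the fry test only the *ugt* family kept an adjusted p under 0.05 (0.0399), while the *cyp* and glutathione S-transferase families had 0.0699 each. In camera with an estimated correlation, the *ugt*, *cyp* and glutathione S-transferase families had adjusted p values of 0.0674, 0.0872 and 0.115. With an array left out, the mean rises ranged from 0.19 to 0.38 for *ugt*, 0.20 to 0.54 for *cyp* and 0.14 to 0.18 for the glutathione S-transferases. Each was lowest without replicate 2 and highest without replicate 1 of the treated animals. More than 2-fold rises at an unadjusted p under 0.05 were seen in 8 *ugt*, 4 glutathione S-transferase and 6 *cyp* genes, and more than 2-fold falls in 0, 0 and 1. Of the Table S3 members, 7 of 8 in the UGT cluster, 4 of 5 in the GST cluster and 6 of 6 in the cytochrome P450 cluster were past this threshold, and each of them had at least 1 probe well above background on all 4 arrays. Expression of *cyp-13A6* (chromosome II, probe at 9800790 to 9800849) rose by 6.52 on the log2 scale (standard error 0.49, adjusted p = 2.53e-03). *cyp-33B1* has 3 probes, of which 1 was well above background on all 4 arrays and rose by 3.34, while the others were above it on no array of infected animals at 96 hours. Expression of *cdr-1*, a cadmium-responsive gene of the GST cluster, rose by 2.17 (adjusted p = 0.0490), and that of *ugt-62* by 1.34 (adjusted p = 0.0192).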

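Whether the genes that changed upon recovery had changed in the opposite direction during infection could be compared only at 36 hours, where infected and uninfected animals of 1 age were on the arrays. Of the 190 names lower upon recovery at 96 hours, 113 (59.5%) had been higher on *S. enterica* at 36 hours, against 52.9% of all names. After adjustment, 12 of the 190 had been higher and 16 lower. Of the 191 names higher upon recovery, 63 (33.0%) had been higher on *S. enterica* at 36 hours, with 5 higher and 27 lower after adjustment. Scaling each array to its 75th percentile, which moves the median of all names at 36 hours to -0.12 on the log2 scale, changed the first share to 44.0% and that of all names to 41.0%. Of the names with an adjusted p under 0.05 at 96 hours, 14 of 19 lower ones (73.7%) and 2 of 17 higher ones (11.8%) had been higher on *S. enterica* at 36 hours. For the lower ones this share was 45.5% after scaling to the 75th percentile and 43.3% without replicate 1 of the animals infected for 96 hours, and for the higher ones it was at most 41.2% with an array left out, without replicate 2 of the treated animals. Across the 381 names past the threshold at 96 hours, Pearson's r between the change upon recovery and the change at 36 hours of infection was -0.18 (Spearman's rho -0.21), where genes are not independent replicates. The mean change of the C-type lectin genes at 36 hours of infection was -0.02 (camera adjusted p = 0.654 over 5 families), with 119 genes higher and 120 lower, and with 75th percentile scaling it was -0.17, with 91 higher and 148 lower. The lysozyme genes were lower on *S. enterica* at 36 hours, with a mean change of -0.84 and 11 of 15 genes lower (camera adjusted p = 1.11e-04, fry adjusted p = 9.36e-06). The *ugt* and *cyp* genes were lower as well, with mean changes of -0.48 and -0.47 (camera adjusted p = 2.76e-06 and adjusted p = 4.56e-03), which in camera with an estimated correlation became 0.134 and 0.471. The glutathione S-transferase genes had a mean change of -0.04 (adjusted p = 0.259). From the C-type lectin and lysozyme clusters among the down-regulated genes, described before as part of the response to pathogens, and the detoxification, redox and cytoprotection clusters among the up-regulated genes, the paper concludes that immune activation is attenuated when the infection is resolved and that homeostatic pathways are activated during recovery.

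**Figure D2:**
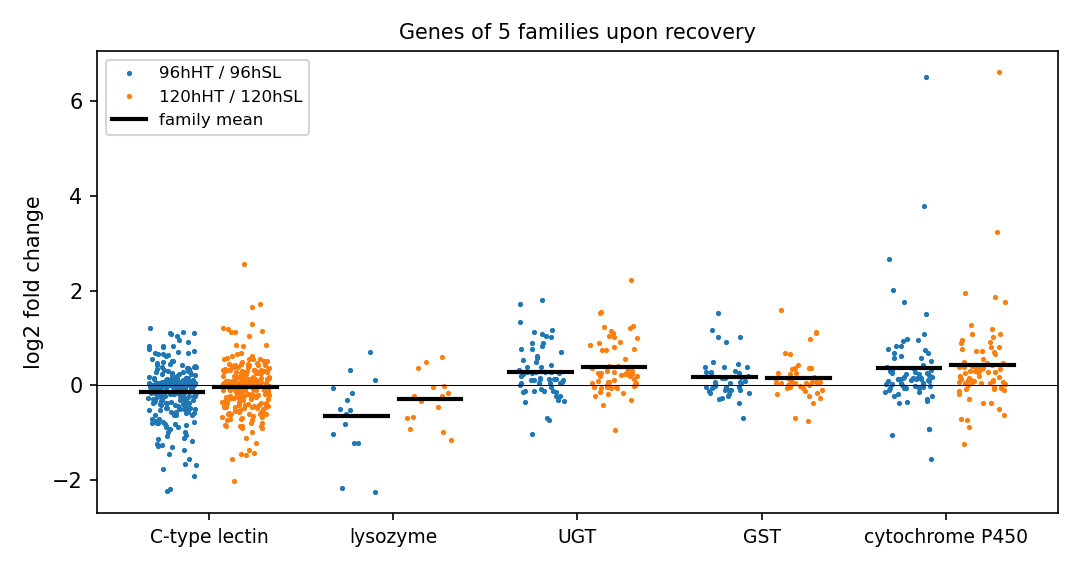
Log2 change upon recovery at 96 and 120 hours for every gene of 5 families on the array. Each point is a gene and each line is the family mean, which is -0.15 and -0.04 for the C-type lectins, -0.65 and -0.30 for the lysozymes, 0.29 and 0.38 for the UDP-glucuronosyltransferases, 0.16 and 0.16 for the glutathione S-transferases, and 0.37 and 0.42 for the cytochrome P450 genes.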

Since only 42% of the animals exposed to *S. enterica* for 96 hours exhibited visible bacterial colonization (Figure 1B), we decided to examine gene expression profiles of animals that were infected for 120 hours, which exhibited an even higher degree of bacterial colonization (Figure 1C). 

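Between the 120-hour cohorts, 244 of the names (0.980%) were past the 2-fold threshold with an unadjusted p under 0.05, 99 lower and 145 higher upon recovery. The unadjusted p was under 0.05 for 715 names, against 1217 to 1318 in 20 sets of simulated arrays without change and 372 to 434 when the differences between slides were kept. There were 1315 such names with the slide as a fixed block, chosen after seeing the data, against 1200 to 1304 in simulations fitted the same way, so that whether more names than by chance are found rests on how the slides are treated. In the simulations the 2-fold threshold was passed by a median of 399.5 names, or 150.5 when the differences between slides were kept. After adjustment over all names 10 had an adjusted p under 0.05, 1 lower and 9 higher, and the smallest adjusted p was 1.01e-03. The lower one was F59D6.4, which was well above background on 1 array and at least 4.79-fold lower. Among the higher ones were T16G1.5, T16G1.6, *cyp-13A6* and *ugt-61*. The numbers after adjustment were 9 lower and 18 higher with the slide as a random block, and 0 lower and 6 higher with 75th percentile scaling. Both arrays of both groups were well above background for 25 of the 99 lower names (25.3%) and for 54 of the 145 higher names (37.2%). Leaving out an array gave 161 to 276 lower names, the most without replicate 1 of the infected animals, and 104 to 343 higher names, the most without replicate 1 of the treated animals. Leaving out replicate 2 of the treated animals raised the number after adjustment to 97.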

A comparison of gene expression profiles from animals that were infected with *S. enterica* for 120 hours vs. animals that were infected for 96 hours and treated with Tetracycline for 24 hours identified 57 and 72 genes that are down- or up-regulated greater than 2-fold (p<0.05), respectively (Table S2). 

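In the same 5 families, the lysozyme genes again had the largest mean fall at 120 hours, with expression that fell by 0.30 on the log2 scale and 12 of 15 genes lower (camera adjusted p = 4.47e-06, fry adjusted p = 3.96e-03). The C-type lectin genes had a mean change of -0.04 and a median of 0.01, with 119 of 239 genes lower (camera adjusted p = 0.140). Their mean was -0.10 in replicate 1 and 0.02 in replicate 2, and with each array scaled to its 75th percentile it was -0.08 (adjusted p = 0.0348). The *ugt* genes rose by 0.38, with 45 of 60 higher (camera adjusted p = 3.21e-12, fry adjusted p = 0.0306), the *cyp* genes by 0.42, with 57 of 75 higher (camera adjusted p = 1.74e-09), and the glutathione S-transferase genes by 0.16, with 30 of 43 higher. The last 2 families had a fry adjusted p = 0.0699 each, as at 96 hours. Replicate 2 of the treated animals weighed on both, since without it the mean rises were 0.15 for *cyp* (adjusted p = 0.0666) and 0.05 for the glutathione S-transferases (adjusted p = 0.171). The *ugt* mean was also smaller without replicate 2 of the treated animals, with a rise of 0.22, and it was 0.22 and 0.55 in the replicates. The *cyp-13A6* change was 6.61 and the *cdr-1* change 2.70 (standard errors 0.49 and 0.31). Whether a family changed by a different amount at the 2 time points was not tested. Of the Table S3 members at 120 hours, 5 of 6 UGT, 4 of 6 GST and 3 of 3 cytochrome P450 genes were past the 2-fold threshold. So were 5 of 6 C-type lectin genes among the down-regulated and 5 of 6 among the up-regulated. K04A8.10 and *gsto-2*, read as at 96 hours, were again not past it. The probe of K04A8.10 alone rose by 1.34, and C02D5.3c by 1.22. Of the C-type lectin members, 3 of the down-regulated and 2 of the up-regulated were well above background on all 4 arrays.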

Analysis of GO terms in these gene sets via DAVID gives a shorter but similar list of enriched gene clusters (Figure 2B and Table S3), confirming that, as the infection resolves, marker genes of immune activation are down-regulated while genes that correspond to cellular homeostatic pathways are up-regulated. Moreover, the significant overlap between 96 and 120 hour treatment gene sets indicates that the changes that take place after an infection is resolved are reproducible and that similar transcriptional profiles are elicited at different times (Figure 2C and Table S4). 

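The comparisons at 96 and 120 hours share no array. Names past the 2-fold threshold at both time points numbered 18 among the lower, against 0.755 by chance from the sizes of the lists, and 40 among the higher, against 1.11. The representation factors were 23.8 and 36.0 (one-sided hypergeometric test, which is Fisher's exact test, p = 4.95e-20 and p = 1.52e-51), with all names on the array as the background. These tests take genes as independent, which arrays on shared slides do not grant. In simulated arrays without change, the lists shared medians of 10 lower (7 to 17) and 9 higher names (3 to 16), and 2 (1 to 6) and 3 (0 to 6) when the differences between slides were kept. No name was past the threshold in opposite directions. Of the names past the threshold at 96 hours, 152 of 190 lower ones and 135 of 191 higher ones had the same sign at 120 hours. Of the 36 names with an adjusted p under 0.05 at 96 hours, 33 had the same sign at 120 hours, 16 were past the 2-fold threshold there, and 7 had an adjusted p under 0.05 at both. Across all names, Pearson's r between the changes at the time points was 0.14 (Spearman's rho 0.17), and across the 16604 names well above background on all 8 arrays it was 0.39 (rho 0.24). When the 96-hour change was taken from 1 slide and the 120-hour change from the other, r across these 16604 names was 0.29 and 0.28.

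**Figure D3:**
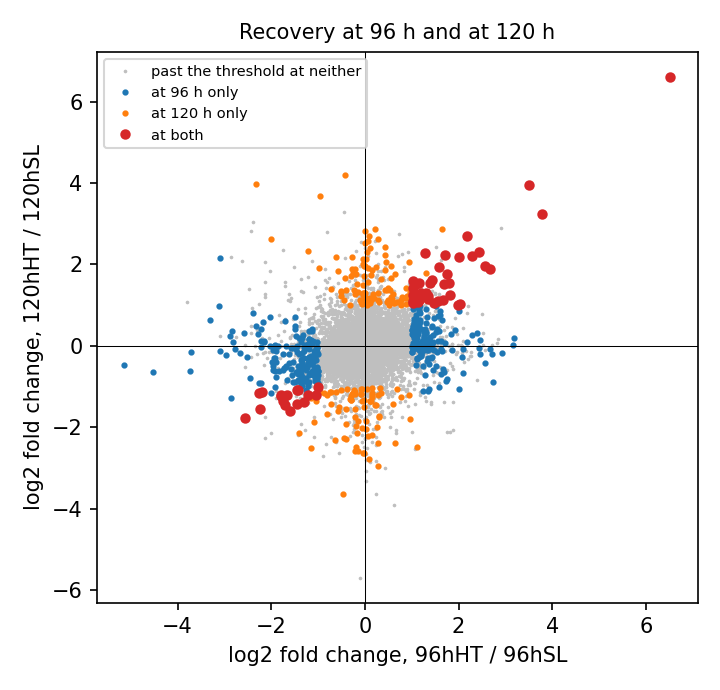
Log2 change upon recovery at 96 hours (horizontal axis) against 120 hours (vertical axis) for each gene name. Colours mark names past the 2-fold threshold at an unadjusted p under 0.05 at neither time point, at 96 hours only (323), at 120 hours only (186) or at both (58).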

The smaller number of genes down- and up-regulated by the resolution of the infection at 120 hours compared to 96 hours could be a consequence of the higher heterogeneity of *S. enterica* colonization in the 120-hour population (comparison of Figures 1B and 1C). It is also possible that as the infection progresses, the animals suffer irreversible damage that makes them less responsive to antibiotic treatment.

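The difference between the changes at 96 and at 120 hours was tested as an interaction. Of all names, 445 had an unadjusted p under 0.05 in this test and 1 had an adjusted p under 0.05 (limma), a probe without a gene name, A_12_P176455. In a plain test on the 4 arrays of each comparison, 180 names were past the 2-fold threshold at 96 hours and 94 at 120 hours. The median absolute difference between replicates was 0.2333 on the log2 scale in the treated and 0.2351 in the infected animals at 96 hours, and 0.3139 and 0.2353 at 120 hours. Of the 509 names past the threshold at 1 time point only, 153 (30.1%) were well above background on all 8 arrays, and of the 58 past it at both, 41 (70.7%) were (Fisher's exact test, two-sided, p = 2.49e-09).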

To validate the results of the microarrays, we performed quantitative real-time PCR (qRT-PCR) on a subset of the 243 genes that change upon Tetracycline treatment of infected animals. This subset includes 11 up-regulated genes and 6 down-regulated genes that were either present in a high scoring GO cluster, were highly misregulated, or both. We performed qRT-PCR on RNA harvested from *C. elegans* that were subjected to the same conditions as in the microarray studies. 

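On the arrays, the genes of Figure 3A and 3B were measured in the 96-hour cohorts as part of the comparison that also chose them. *acdh-1*, *clec-25*, *clec-28*, *ilys-3*, *ins-8* and *lys-9* were lower upon recovery, and *cyp-13A6*, *gsto-1*, *hrg-4*, *nas-4*, *pgp-1*, T16G1.5, T16G1.6, *twk-32*, *ugt-16* and *ugt-61* were higher. Of these 16 genes, 15 were past the 2-fold threshold and 10 had an adjusted p under 0.05 over all names. Expression of *acdh-1* (chromosome I, 3 probes between 6497742 and 6499430) fell by 2.56 on the log2 scale (standard error 0.40, adjusted p = 0.0680), with changes of -2.52, -2.28 and -2.88 at its probes, the last of which was not above background in treated animals. *clec-28* (chromosome V, probe at 16867132 to 16867191) was not above background in treated animals and was at least 2.97-fold lower. T16G1.5 rose by 2.01 (standard error 0.14), *ugt-16* by 1.80 (standard error 0.25) and *ugt-61* by 1.72 (standard error 0.22). T16G1.6 rose by 3.51 (standard error 0.27), although in infected animals only 2 of its 3 probes were well above background, each on 1 array. *twk-32* was not above background on any of the 4 arrays, so no fold change is given for it. *nas-4* has 4 probes on chromosome III, and their mean rose by 0.67 (standard error 0.17, adjusted p = 0.374). Probe A_12_P130426 rose by 2.61, and the other 3 probes changed by 0.18, -0.17 and 0.05.

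**Figure D4:**
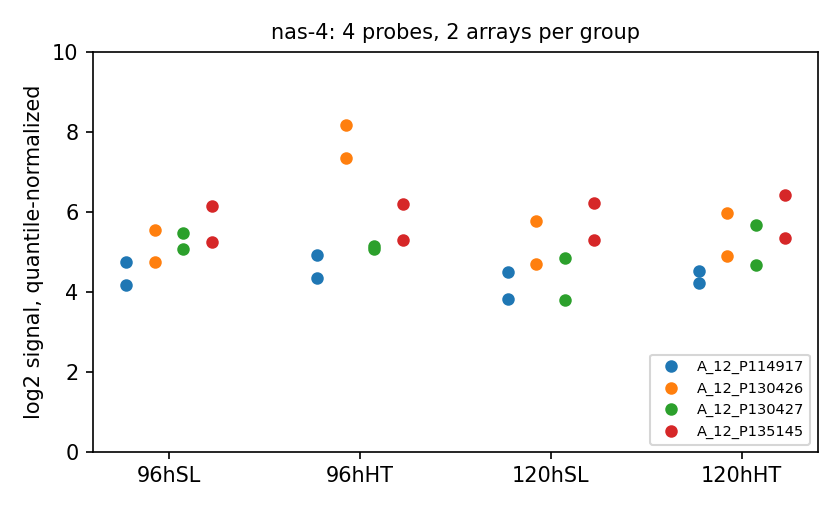
Normalized log2 intensity of the 4 *nas-4* probes in infected (SL) and treated (HT) animals at 96 and 120 hours, with 1 point for each of the 2 arrays per group. Probe A_12_P130426 is higher on both treated arrays at 96 hours (8.17 and 7.34) than on both infected arrays (4.74 and 5.55), and the other 3 probes overlap.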

As shown in Figure 3A and 3B, the changes in gene expression as assessed by qRT-PCR were comparable to those observed by microarray profiling. Further analysis indicated that 16 of the 17 genes had statistically significant expression changes during Tetracycline-mediated recovery from *S. enterica* infection (Figure 3A and 3B). Thus, the microarray data accurately reflects the majority of gene expression differences between treated and non-treated animals.

**Figure 3:**
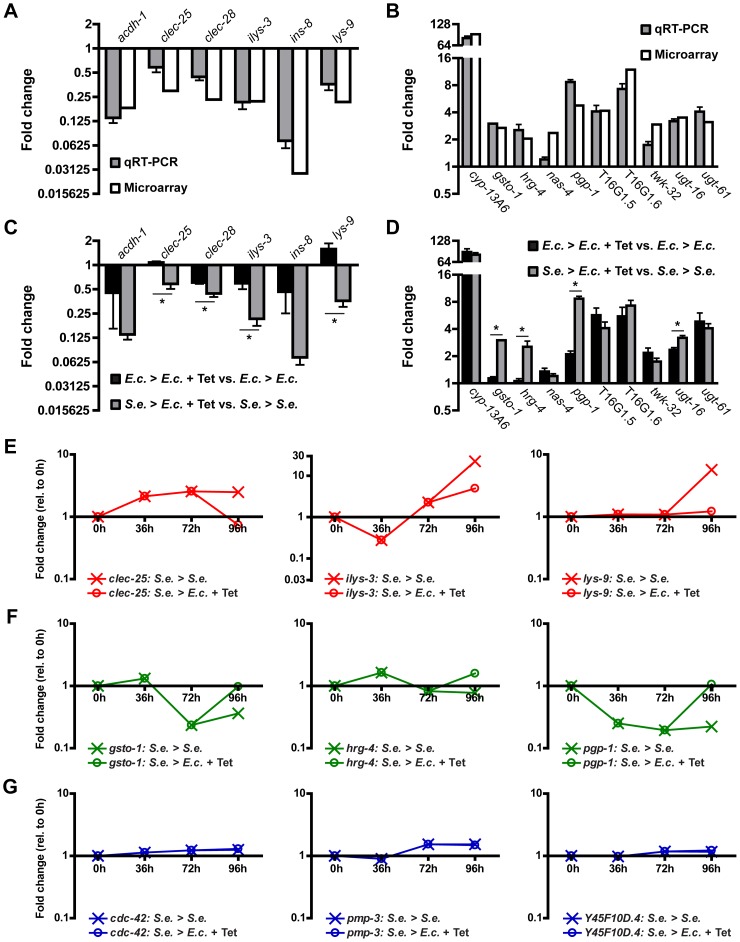
Gene expression changes in infected animals treated with Tetracycline. (A–B) Transcript levels of 6 selected down-regulated genes (A) and 10 selected up-regulated genes (B) from L1 animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours relative to L1 animals grown on *S. enterica* for 96 hours. Out of the 17 studied genes, only the 16 validated genes are shown. Gray bars represent fold change as determined using qRT-PCR. White bars represent fold change as determined using microarrays. (C–D) Transcript levels of 6 selected down-regulated genes (C) and 10 selected up-regulated genes (D) as determined using qRT-PCR. Black bars represent gene expression changes in L1 animals grown on *E. coli* for 72 hours and then treated with Tetracycline for 24 hours relative to L1 animals grown on *E. coli* for 96 hours. Gray bars represent gene expression changes in L1 animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours relative to animals grown on *S. enterica* for 96 hours. qRT-PCR studies were performed in triplicate. SEM is shown. Statistical significance is indicated (p<0.05: *). (E–G) Transcript levels of 3 selected down-regulated genes (E), 3 selected up-regulated genes (F), and 3 selected housekeeping genes (F) over the infection time course. The expression values of animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours are denoted with open circles. The expression values of animals grown on *S. enterica* for 96 hours are denoted with an X.

Resolution of *S. enterica* infection by treatment with Tetracycline results in the down-regulation of genes that are markers of innate immunity and the up-regulation of genes that function in xenobiotic detoxification, redox regulation, and cytoprotection (Figure 2B). While the resolution of the infection may be responsible for altering the expression of these genes, it is also possible that Tetracycline is directly inducing these changes. To distinguish between these two possibilities, we compared changes in gene expression due to Tetracycline alone vs. changes in gene expression due to recovery from infection by treatment with Tetracycline. We found that expression of 8 out of 16 tested genes were significantly different (Figure 3C–D), highlighting the role of these 8 recovery genes in pathways that are altered during the resolution of the *S. enterica* infection. Considering that the genome wide microarray shows that 243 genes change their expression upon recovery at 96 hours, we estimate that approximately 122 genes are regulated by recovery from infection independently of Tetracycline while the remaining genes are regulated by the inclusion of Tetracycline alone. This suggests that Tetracycline may be directly inducing gene expression changes in the host that may help clear an infection independently of its antimicrobial activity.

To confirm the finding that a subset of genes is altered upon resolution of an *S. enterica* infection independent of Tetracycline, we performed equivalent experiments using the antibiotic Kanamycin. These studies indicate that Kanamycin alone did not alter the expression of 9 tested genes in uninfected animals (Figure S3A–B). Furthermore, 8 of the 9 alterations in gene expression seen in infected animals treated with Kanamycin are similar to those seen in infected animals treated with Tetracycline (Figure S3C–D).

To provide further insight into the behavior of genes altered during antibiotic-mediated recovery, we examined gene expression profiles over the course of the 96-hour infection (Table S1). 

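Expression in each later group was compared with that in the uninfected animals at 36 hours, the only uninfected group. At 36 hours of infection, 3677 names had an adjusted p under 0.05, at 72 hours 14171, at 96 hours 14320, and in the animals treated for recovery at 96 hours 14445. The animals infected for 72 hours were on the same slides as the uninfected animals but differ from them in age as well as in infection, and the 96-hour groups differ in slide too, so that these cannot be told apart in these comparisons. The median change of all names against the uninfected animals was 0.02 at 36 hours, 0.16 at 72 hours and 0.14 at 96 hours of infection, and 0.12 in the treated animals. Between 72 and 96 hours of infection, 296 names were lower and 286 higher after adjustment, though these groups lay on different slides.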

We focused our analysis on qRT-PCR-confirmed genes that are known markers of immune activation and genes that correspond to cellular homeostatic pathways. The expression of innate immunity genes diminished significantly after the infection was resolved by Tetracycline treatment (Figure 3C and E). In contrast, genes involved in regulating cellular homeostasis were significantly up-regulated upon recovery from infection (Figure 3D and F). 

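Relative to uninfected animals at 36 hours, *ilys-3* (chromosome IV, probe at 2465306 to 2465365) had log2 changes of -1.93 after 36 hours on *S. enterica*, 1.08 after 72 hours and 4.52 after 96 hours, and of 2.25 in animals treated for recovery at 96 hours. Its log2 intensity was 12.87 ± 0.30 (SD, n = 2) in infected and 10.60 ± 0.31 (SD, n = 2) in treated animals at 96 hours, a change of -2.27 (standard error 0.22, adjusted p = 0.0107). *clec-25* (chromosome V, probe at 16844520 to 16844579) had changes of 1.08, 1.31 and 1.301 during infection and of -0.38 in treated animals. With 75th percentile scaling its changes were 0.35 after 72 hours and -1.16 in treated animals, and with normexp background correction 0.46 after 96 hours. The log2 intensity of *clec-25* was 6.25 ± 0.56 in infected and 4.57 ± 0.51 in treated animals (SD, n = 2 each), a change of -1.68 (standard error 0.38) whose adjusted p over all names was 0.284, and it was well above background on 1 of the treated arrays. The change of *ilys-3* after 72 hours was 0.43 with 75th percentile scaling. *lys-9* (chromosome I, probe at 12454858 to 12454917) was well above background only in the infected animals at 96 hours and in both groups at 120 hours. It was at least 3.68-fold lower in treated than in infected animals at 96 hours (adjusted p = 0.0469) and at least 3.54-fold higher in infected animals at 96 hours than in uninfected animals, a log2 change that was 0.47 with normexp background correction. At 120 hours the change upon recovery was -1.16 for *ilys-3*, -0.53 for *clec-25* and 0.60 for *lys-9*, and none of the 3 had an adjusted p under 0.05.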

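Relative to uninfected animals at 36 hours, *pgp-1* (chromosome IV, probe at 12591800 to 12591859) had log2 changes of -2.03, -2.50 and -2.29 after 36, 72 and 96 hours on *S. enterica* and of 0.00 in animals treated for recovery at 96 hours. The change between the 96-hour cohorts was 2.29 (standard error 0.33, adjusted p = 0.0496), from 7.47 ± 0.17 in infected to 9.76 ± 0.53 in treated animals (SD, n = 2 each). *gsto-1* (chromosome III, probe at 7945541 to 7945600) had changes of 0.40, -2.15 and -1.501 during infection and of 0.02 upon recovery. Between the cohorts it rose by 1.53 (standard error 0.23, adjusted p = 0.0614), from 10.18 ± 0.21 to 11.71 ± 0.48 (SD, n = 2 each). *hrg-4* (chromosome IV, probe at 11030191 to 11030250) had changes of 0.70, -0.41 and -0.51 during infection and of 0.54 upon recovery, and the last became -0.06 when each array was scaled to its 75th percentile. Between the cohorts it rose by 1.04 (standard error 0.26, adjusted p = 0.374). At 120 hours the changes upon recovery were 2.20 for *pgp-1*, 0.97 for *gsto-1* and 1.13 for *hrg-4*, none with an adjusted p under 0.05.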

As a control, the expression of 3 select housekeeping genes remained relatively constant both during the course of the infection and during recovery (Figure 3G). 

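Between the 96-hour cohorts, the log2 changes of the 3 housekeeping genes were 0.05 for *cdc-42* (standard error 0.27), -0.05 for *pmp-3* (standard error 0.18) and 0.07 for Y45F10D.4 (standard error 0.19), each smaller than its standard error. Relative to uninfected animals at 36 hours, *pmp-3* changed by -0.15 after 36 hours, 0.70 after 72 hours (adjusted p = 8.98e-03) and 0.71 after 96 hours on *S. enterica*, and by 0.66 in treated animals. *cdc-42* changed by 0.43, 0.80 (adjusted p = 0.0289) and 0.78 during infection and by 0.83 in treated animals, and Y45F10D.4 by -0.04, 0.28 (adjusted p = 0.246) and 0.26 and by 0.33. Over the other ways of processing the arrays, the change at 72 hours ranged from 0.58 to 1.07 for *pmp-3*, from 0.30 to 1.03 for *cdc-42* and from 0.21 to 0.58 for Y45F10D.4.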

Overall, these studies suggest that as the infection resolves, cellular homeostatic mechanisms are activated while elements of the immune response are attenuated.

### The GATA transcription factor ELT-2 is required for the resolution of the *S. enterica* infection

Several of the GO clusters identified in the set of genes up-regulated during resolution of the infection correspond to genes whose products are involved in detoxification. We therefore hypothesized that the reduction of the pathogenic insult during the recovery phase of an infection may trigger processes involved in detoxification and clearance of immune effectors that, while necessary to combat pathogens, can have deleterious effects on the host. Recently, it was demonstrated that reactive oxygen species (ROS), a component of the *C. elegans* immune response to *S. enterica* and other pathogens [18]–[20], contributes to infectious pathogenicity (i.e., damage to the host). Thus, we decided to study *gsto-1*, which is an up-regulated gene that encodes an omega-class glutathione S-transferase that protects *C. elegans* from oxidative stress under non-infected conditions [21]. We found that survival of *gsto-1(RNAi)* animals infected with *S. enterica* and treated with Tetracycline was not significantly different from that of control animals (Figure S4).

The lack of a significant effect by *gsto-1* RNAi could be attributed to incomplete RNAi or to functional redundancy among the multitude of detoxification genes that are up-regulated during recovery (Figure 2B and Table S3). The *gsto-1* locus is transcriptionally regulated by the GATA transcription factor ELT-2 [21], leading us to consider a role for ELT-2 in controlling the expression of a set of genes required for resolution of an infection. Consequently, we applied several *in silico* approaches to determine whether ELT-2-regulated genes are present in the genes whose expression changes by the resolution of an infection. We compared the set of genes altered during recovery to previously identified ELT-2-regulated gene sets and to other control data sets. The ELT-2-regulated gene sets were among the 10 data sets with the strongest overlap with our recovery gene set (Figure 4A and Table S5). As ELT-2 regulates the expression of genes in the *C. elegans* intestine via trans-acting activity at TGATAA (extended GATA) cis-regulatory motifs [22], [23], we looked for the presence of TGATAA binding sites in the putative promoter regions of the down- and up- regulated genes. Approximately 63% of the 243 genes regulated by recovery contain at least 1 TGATAA site within the 1.5 kb sequence upstream of their transcriptional start site (Figure 4B). By comparison, only 54% of genes in 3 randomly selected gene sets (n = 243 each) have at least 1 TGATAA sequence in the equivalent 1.5 kb region (Figure 4B). Additionally, we observed that at least 1 TGATAA site is present in the putative promoter region of 7 of the 8 recovery genes verified by qRT-PCR (Table S6). While *gsto-1* does not contain a TGATAA site in this 1.5 kb region, it does have a single site 3.8 kb upstream of the transcriptional start site. Moreover, it has been experimentally demonstrated that ELT-2 regulates the transcription of *gsto-1* [21].

**Figure 4:**
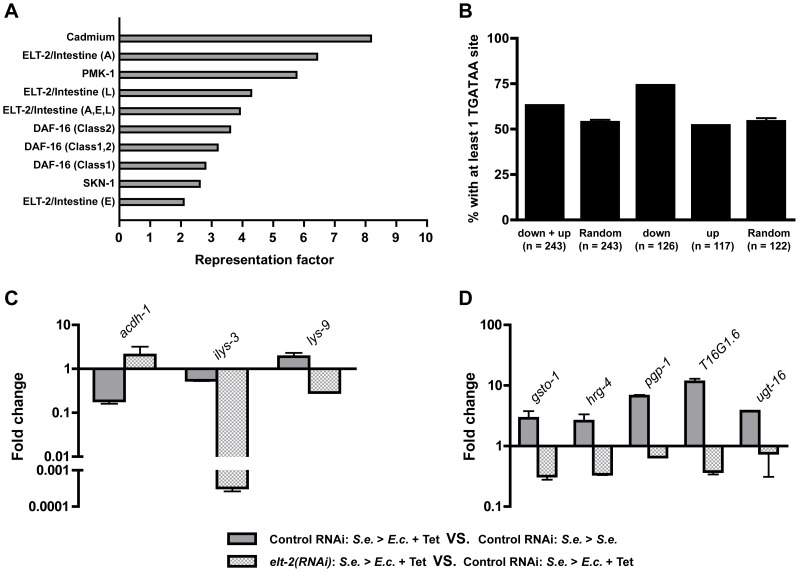
ELT-2 regulates the expression of specific genes during recovery. (A) Representation factors of previously studied data sets that overlap with genes altered during recovery at the 96-hour time point. (B) Percentage of down- and up-regulated recovery genes with at least one TGATAA site in the 1.5 kb sequence upstream of the transcriptional start site. Randomly selected gene sets are included as controls. (C–D) Transcript levels of 3 selected down-regulated genes (C) and 5 selected up-regulated genes (D) as determined using qRT-PCR. Gray bars represent gene expression changes in control *fer-1(b232ts)* young adult animals exposed to *S. enterica*—GFP for 36 hours and then treated with Tetracycline for 24 hours relative to control *fer-1(b232ts)* young adult animals grown on *S. enterica*—GFP for 60 hours. Checkered gray bars represent gene expression changes in *fer-1(b232ts) elt-2(RNAi)* young adult animals exposed to *S. enterica* for 36 hours and then treated with Tetracycline for 24 hours relative to control *fer-1(b232ts)* young adult animals exposed to *S. enterica*—GFP for 36 hours and then treated with Tetracycline for 24 hours. qRT-PCR studies were performed in duplicate. SEM is shown.

Consistent with the post-developmental role of ELT-2 in the regulation of adult intestinal functions [5], [6], [24]–[26], another *in silico* approach showed that 17 out of 32 (53%) recovery genes with at least 1 TGATAA site and for which the data is available are expressed in the intestine (Table S7). Only 1 out of these 32 genes is expressed in the hypodermis where other GATA transcription factors function [27]. This analysis also showed that 4 out of 8 recovery genes verified by qRT-PCR are expressed in the intestine (Table S7). Taken together, our *in silico* analyses leads to the hypothesis that ELT-2 controls the expression of a subset of genes during the recovery phase of an infection.

To further substantiate a role for ELT-2 in the transcriptional regulation of genes during recovery, we studied the effect of *elt-2* RNAi on the expression of recovery genes. As ELT-2 is essential for *C. elegans* larval development [22], RNAi was performed on late larval stage 4 (L4) animals. This approach has been used successfully to inhibit *elt-2* expression for at least 6 days [28], [29]. As shown in Figure 4D, RNAi of *elt-2* inhibited the expression of the 5 studied genes that are up-regulated during recovery from the infection by treatment with either Tetracycline (Figure 3D) or Kanamycin (Figure S3B). Inhibition of *elt-2* by RNAi also further down-regulated the expression of *ilys-3* and *lys-9* (Figure 4C). However, RNAi of *elt-2* does not result in the unselective down-regulation of recovery genes as *acdh-1* is not down-regulated (Figure 4C). In addition, certain ELT-2-controlled immunity and structural genes [12], [28] are not significantly altered during recovery from *S. enterica* infection (Figure S5A–B). 

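On the arrays, the C-type lectin gene *clec-67* (chromosome IV, probe between 3924303 and 3924409) changed by 0.04 on the log2 scale upon recovery at 96 hours (standard error 0.20), from 10.72 ± 0.16 in infected to 10.76 ± 0.14 in treated animals (SD, n = 2 each). Its adjusted p over all names was 1. With single arrays left out the change ranged from -0.07 to 0.15, so that its sign is open. At 36 hours of infection *clec-67* was higher than in uninfected animals by 1.02 (adjusted p = 0.0119), and in the infected animals at 96 hours it was lower than in those uninfected animals, with a change of -2.85.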

We further confirmed by qRT-PCR that transcript levels of *clec-67*, which is a known marker of immunity controlled by ELT-2 [12], are not altered upon recovery (Figure S5C). We conclude that expression of a specific intestinal gene program during resolution of an infection is dependent upon the action of the GATA transcription factor ELT-2.

To test whether ELT-2 is required for recovery after infection, we studied the survival of *elt-2(RNAi)* animals infected with *S. enterica* and treated with Tetracycline. RNAi inhibition of *elt-2* starting at the L4 stage did not alter the survival of animals growing on live *E. coli* (Figure 5A; black lines), nor did it alter survival in the presence of Tetracycline (Figure S6). This data indicates that L4 *elt-2(RNAi)* animals are not sick merely due to disruptions in basal immunity or intestinal function. However, RNAi of *elt-2* prevented the recovery of infected animals by treatment with Tetracycline (Figure 5B; yellow lines), highlighting the role of ELT-2 during the recovery phase of the infection. In agreement with previously published reports that ELT-2 regulates innate immunity [12], [28], RNAi of *elt-2* did significantly reduce survival of animals continuously infected with *S. enterica* (Figure 5A; red lines). To address whether genes crucial for immunity are generally required for recovery, we studied *pmk-1*, which encodes a p38 mitogen-activated protein kinase that is a major regulator of innate immunity in *C. elegans* [14], [30], [31]. Even though RNAi of *pmk-1* elicited sensitivity to *S. enterica-*mediated killing (Figure 5C; red lines), it did not prevent the recovery of infected animals by treatment with Tetracycline (Figure 5D). Taken together, these results indicate that ELT-2 is required for both early immune responses against pathogens and responses that are activated upon recovery from an infection by *S. enterica*.

**Figure 5:**
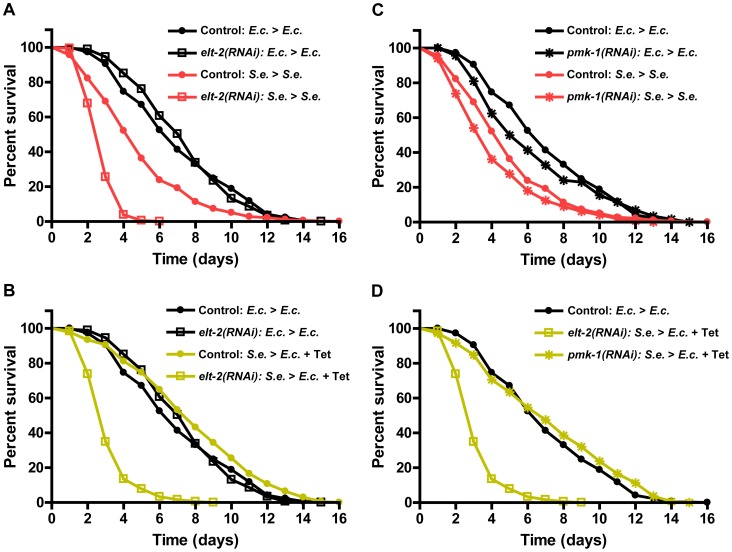
*elt-2(RNAi)* animals are unable to resolve an infection. (A) Control *fer-1(b232ts)* or *fer-1(b232ts) elt-2(RNAi)* young adult animals were exposed to *E. coli* or *S. enterica*—GFP for 36 hours and then transferred to *E. coli* or *S. enterica*—GFP and scored for survival. (B) Control *fer-1(b232ts)* or *fer-1(b232ts) elt-2(RNAi)* animals were exposed to *E. coli* or *S. enterica*—GFP for 36 hours and then transferred to *E. coli* or *E. coli* plus Tetracycline and scored for survival. (C) Control *fer-1(b232ts)* or *fer-1(b232ts) pmk-1(RNAi)* young adult animals were exposed to *E. coli* or *S. enterica*—GFP for 36 hours and then transferred to *E. coli* or *S. enterica*—GFP and scored for survival. (D) Control *fer-1(b232ts)* or *fer-1(b232ts) pmk-1(RNAi)* animals were exposed to *E. coli* or *S. enterica*—GFP for 36 hours and then transferred to *E. coli* or *E. coli* plus Tetracycline and scored for survival. N = 60 animals per condition. The graphs represent the combined results of 3 independent experiments.

## Discussion

Using gene expression profiling, *in silico* analysis, and reverse genetic approaches, we have defined a novel post-developmental role for the GATA transcription factor ELT-2 during the resolution of an infection. ELT-2 was originally identified as a key regulator of *C. elegans* intestinal specification during development [22]. However, it is now becoming clear that ELT-2 has an extensive post-developmental role in the regulation of a plethora of adult intestinal functions. Under the control of ELT-2, the 20 cells of the adult intestine in *C. elegans* function in nutrient uptake, synthesis and storage of macromolecules, epithelial immunity, and host-microbial communication [5], [6], [24]–[26]. There are several additional GATA transcription factors encoded in the *C. elegans* genome, including ELT-4 and ELT-7, which regulate intestinal gene expression programs [32]. Further studies will be required to determine their possible contribution to the recovery process.

Owing to the multi-functional nature of the intestine and due to the fact that ELT-2 regulates nearly all intestinal genes [33], it is not surprising that half of the genes in the *C. elegans* genome have putative ELT-2 binding sites (Figure 4B). Thus, it is logical to conclude that the specification of different functional outputs that takes place in the *C. elegans* intestine during the complete course of an infection is controlled by additional co-factors that act together with ELT-2. Recent work has demonstrated that GATA transcription factors, including ELT-2, act coordinately with the insulin-IGF pathway transcriptional regulator DAF-16 in a cell-autonomous manner to regulate lifespan extension in *C. elegans* [34]. It is therefore plausible that DAF-16 acts with ELT-2 to co-regulate genes important for infection resolution. Indeed, we observed a significant enrichment of both ELT-2- and DAF-16-controlled targets in our set of genes altered during recovery from infection (Figure 4A and Table S5). An emerging theme is that coordinated transcriptional activity of DAF-16 and ELT-2 would be necessary for the modulation of cytoprotective pathways that, in turn, are required for a majority of cellular stress response pathways [16].

Another candidate factor that may regulate damage response genes in conjunction with ELT-2 and/or DAF-16 is the Nrf1/SKN-1 transcription factor. Previous work has demonstrated that signaling cascades downstream of reactive oxygen species (ROS) induce a cytoprotective SKN-1 pathway [35], [36]. SKN-1 might regulate cytoprotective genes downstream of or in parallel to ELT-2 and/or DAF-16 to mediate resolution of an infection. Indeed, SKN-1-positively regulated targets are significantly enriched in the set of genes that are up-regulated during infection resolution (Table S5).

Mounting evidence indicates that ELT-2 activity is modulated under a variety of environmental conditions or physiological states. ELT-2-mediated immunity to a variety of pathogens is activated by currently unknown mechanisms. Interestingly, a paper by Lee and colleagues demonstrates that the intestinal pathogen *B. pseudomallei* can actively target and degrade ELT-2 to prevent host immune responses [29]. We failed to observe any alterations in ELT-2 protein localization or abundance caused by *S. enterica* infection or recovery. These pathogens, which kill *C. elegans* at a distinctly different rate, must utilize different mechanisms to overcome the host immune system.

Signals during the initial decline in infection may function to reprogram the transcriptional activity of ELT-2 from an innate immune program to a cytoprotective one. These unidentified signals may be bacterial- and/or host-derived. Specific bacterial-derived signals, such as those involved in biofilm formation or quorum sensing, may be the primary trigger for the ELT-2 switch [26]. These bacterial-derived signals might act directly on ELT-2 or they may transit through host-encoded genes. Alternatively, host-encoded regulators that normally function during development, such as the END-1/END-3 specification factors, might be re-activated during the resolution of infection to direct the transcription of detoxification genes by ELT-2. Interestingly, the END-1/END-3 system lies downstream of the oxidative stress (ROS) response protein SKN-1 in the development of the *C. elegans* intestine [24]. Alternatively, changes in ELT-2 activity may be controlled by local chromatin remodeling in a manner similar to the regulation of DAF-16 transcriptional activity [37].

In summary, our results identified a new, key role for ELT-2 during recovery from a bacterial infection. We revealed that during recovery from an infection, genes that are markers of innate immunity are down-regulated, while the expression of genes involved in xenobiotic detoxification, redox regulation, and cytoprotection is enhanced. 

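The array holds 6 *abf* genes, *abf-1* to *abf-6*. After 36 hours on *S. enterica* all 6 had a higher signal than in uninfected animals of the same age, with a median log2 change of 0.81 and a mean of 1.32 (camera adjusted p = 9.47e-04 over 3 gene lists). Before adjustment over the lists, fry gave 4.53e-04 and camera with an estimated correlation 0.0411. All 6 stayed higher under each other scaling and background correction, with medians between 0.49 and 0.87. Adjusted over all names 3 of them had an adjusted p under 0.05, and adjusted over the list alone 5 had. *abf-4* was well above background on both arrays of infected and neither array of uninfected animals and was at least 11.8-fold higher (adjusted p = 2.86e-03). *abf-5* rose by 1.56 (adjusted p = 9.01e-03) and *abf-1* by 0.97 (adjusted p = 0.0193). *abf-3* was not well above background on any array. *abf-2* has 2 probes, and 1 of them changed by 0.005 and was well above background on no 36-hour array. The other rose by 0.78 and lies at 3886069 to 3886128 of chromosome I. That overlaps the *abf-1* probe at 3886074 to 3886133, so that the rises of *abf-1* and *abf-2* may not be separate.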

Interestingly, a number of genes encoding antibacterial factors (ABFs) are up-regulated during the course of the *S. enterica* infection (Table S1). However, the expression of *abf* genes is not down-regulated once the infection is resolved. This could be due to a mechanism used by *C. elegans* to maintain high levels of *abf* genes throughout reproductive adulthood. It is also possible that ABFs have a high specificity for damaging prokaryotic cells, having little or no impact on host cells. Thus, there would be no immediate need to reverse their up-regulation once the infection is resolved, unlike the case of lysozyme-encoding genes, which could potentially damage host cells. 

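Upon recovery, the *abf* genes had a median log2 change of -0.20 at 96 hours and -0.13 at 120 hours, with 4 of 6 genes lower at each time point (camera adjusted p = 0.466 and adjusted p = 0.928). With an array left out, the median ranged from -0.35 to -0.05 at 96 hours and from -0.01 to 0.03 at 120 hours, where its sign is open. No *abf* gene had an adjusted p under 0.05 at either time point, over all names or over the list alone. At 96 and 120 hours, *abf-1* changed by -0.16 and 0.29, *abf-2* by 0.26 and 0.27, *abf-5* by -0.25 and -0.14, and *abf-6* by -0.41 and -0.12. The 2 *abf-2* probes changed by 0.57 and -0.04 at 96 hours. *abf-4* was not well above background in either group at 96 hours. The standard errors of these changes were 0.16 to 0.29, so that smaller falls are not excluded.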

The ELT-2 interaction with the aforementioned co-factors may dictate the specificity of the expression profile during the different phases of an infection. A number of microbial killing pathways and cellular homeostatic pathways are controlled by the nervous system in infected *C. elegans* [38]–[46]. An important question that remains to be evaluated is whether the nervous system also plays a role in the control of the mechanisms involved in recovery after infections have been cleared.

## Materials and Methods

### Nematode and bacterial strains

*C. elegans* strain HH142 *fer-1(b232ts)* was provided by the *Caenorhabditis* Genetics Center. *C. elegans* were maintained at 15°C on NGM—OP50 plates without antibiotics. The following bacterial strains were used for experiments: *Escherichia coli* strain OP50-1 [Sm^R^] [47], *E. coli*—dsRed strain OP50 [Amp^R^, Cb^R^] [47], *E. coli* strain HT115 [Tet^R^] [48], *E. coli* strain HT115 pL4440 [Amp^R^, Tet^R^] [48], *E. coli* strain DH5α pSMC21 [Kan^R^] [49], *Salmonella enterica enterica* serovar *Typhimurium* strain 1344 [Sm^R^] [50], *S. enterica*—GFP strain SM022 [Sm^R^, Kan^R^] [51]. Bacteria were grown overnight for 14 hours in 3 ml LB broth at 37°C.

### Visualization of bacterial accumulation in the nematode intestine

*fer-1(b232ts)* animals were synchronized by treating gravid adults with sodium hydroxide and bleach. About 2,000 synchronized L1 animals were grown on full lawn *S. enterica*—GFP plates at 25°C for 36, 72, 96, or 120 hours. At designated transfer time points, animals were rinsed off *S. enterica*—GFP plates, washed with M9 (4 changes ×15 minutes), concentrated, and then transferred to plates with or without 50 µg/ml Tetracycline that were seeded with *E. coli* HT115 or *S. enterica-*GFP. At designated visualization time points, animals were picked to an NGM—OP50 plate for 1 hour before being picked to a new NGM—OP50 plate. Animals were then visualized at 20× using a Leica MZ FLIII fluorescence stereomicroscope. In heavily colonized animals (heavy) GFP fluorescence was visible in the presence of halogen white light set at 60%, while in weakly infected animals (weak) GFP fluorescence was only visible in the absence of white light. Animals where GFP fluorescence was not detected even in the absence of white light were scored as not infected (none).

### Quantification of intestinal bacterial loads

For the quantification of colony forming units (CFUs), *fer-1(b232ts)* animals were synchronized by treating gravid adults with sodium hydroxide and bleach. About 2,000 synchronized L1 animals were grown on full lawn *S. enterica*—GFP plates at 25°C for 72 hours. At the designated transfer time points, animals were rinsed off *S. enterica*—GFP plates, washed with M9 (4 changes ×15 minutes), concentrated, and then transferred to *S. enterica-*GFP or *E. coli* plus 50 µg/ml Tetracycline plates. At designated CFU time points, animals were picked to 3 NGM—OP50 plates (20 minutes each) before being picked to a 1.5 ml eppendorf tube with 50 µl of PBS plus 0.1% Triton-X-100. A total of 10 animals per condition were mechanically disrupted using a mini-pestle. Serial dilutions of the lysates were spread onto LB/Kanamycin (50 µg/ml) plates to select for *S. enterica*—GFP cells and grown for 24 hours at 37°C.

### Survival assays

Bacteria – *E. coli* HT115 or *S. enterica* were grown overnight for 14 hours in 3 ml LB broth at 37°C. A total of 50 µl (scoring) or 500 µl (exposure) of the resulting cultures were spread onto modified (0.35% peptone) NGM plates with or without 50 µg/ml Tetracycline and allowed to grow for 1–2 days at 25°C to produce a thick lawn. *fer-1(b232ts)* animals were synchronized by treating gravid adults with sodium hydroxide and bleach. Synchronized L1 animals were grown on full lawn *S. enterica*—GFP plates at 25°C for 72 hours before being transferred to the appropriate (treatment or not) plates. The assays were performed at 25°C. Animals were scored every day and were considered dead when they failed to respond to touch. Animals were transferred to fresh plates every other day for the entire length of the experiment. Survival was plotted using Kaplan-Meier survival curves and analyzed by the logrank test using GraphPad Prism (GraphPad Software, Inc., San Diego, CA). Survival curves resulting in *p* values of <0.05 were considered significantly different. A total of 60 animals per condition per experiment were used.

### Longevity assays

*E. coli* was grown as described above. A 50- µl drop of the bacteria was plated on a 3.5-cm plate of modified NGM agar containing 40 µg/ml fluoro-deoxyuridine with or without 50 µg/ml Tetracycline. A total of 100 animals per condition per experiment were used. The assays were performed at 25°C. Survival curves were analyzed as described above.

### RNAi-coupled survival assays

***gsto-1(RNAi)*** **.** *E. coli* HT115(DE3) bacterial strains expressing double-stranded RNA [48] were grown for 9 hours in 5 ml LB broth containing Ampicillin (50 µg/ml) at 37°C. The resulting cultures were seeded onto NGM plates containing Carbenicillin (50 µg/ml) and isopropyl-1-thio-β-D-galactopyranoside (3 mM). dsRNA-expressing bacteria were allowed to grow for 2 days at 25°C to produce a thick lawn. *fer-1(b232ts)* L4 animals were placed on RNAi or vector control plates for 5 days at 15°C until F1 animals developed. *fer-1(b232ts)* F1 L4 animals were placed on a second RNAi or vector control plate and incubated for another 5 days at 15°C until adult F2 animals developed. Gravid F2 RNAi animals were picked to full lawn *E. coli* or *S. enterica*—GFP plates and allowed to lay eggs for 3 hours at 25°C to synchronize a third generation population. These third generation animals were kept on *E. coli* or *S. enterica*—GFP plates for 72 hours before being transferred to plates with or without 50 µg/ml Tetracycline that were seeded with *E. coli* or *S. enterica-*GFP. *unc-22(RNAi)* was used as positive control in all experiments to account for RNAi efficiency. The *gsto-1* (mv_C29E4.7) RNAi vector was verified by DNA sequencing. A total of 60 animals per condition per experiment were scored for survival.

***elt-2(RNAi)*** **and** ***pmk-1(RNAi)*** **.** Production of RNAi plates was the same as described above. Gravid *fer-1(b232ts)* animals were allowed to lay eggs for 3 hours at 25°C on NGM-HT115 plates. Gravid animals were removed and the eggs/plates were incubated for 36 hours at 25°C. Synchronized L4 animals were then transferred to RNAi or vector control plates and incubated for an additional 36 hours at 25°C. Young adult RNAi or vector control animals were then transferred to and grown on full lawn *E. coli* or *S. enterica*—GFP plates for 36 hours at 25°C. Adult worms were then transferred to plates with or without 50 µg/ml Tetracycline that were seeded with *E. coli* or *S. enterica-*GFP. *unc-22(RNAi)* was used as positive control in all experiments to account for RNAi efficiency. The *elt-2* (mv_AAC36130) *and pmk-1* (sjj_B0218.3) RNAi vectors were verified by DNA sequencing. A total of 60 animals per condition per experiment were scored for survival.

### RNA isolation for qRT-PCR

***fer-1(b232ts)*** **.** Animals were synchronized by treating gravid adults with sodium hydroxide and bleach. Synchronized L1 animals were grown on full lawn *E. coli* or *S. enterica*—GFP plates for 72 hours. At 72 hours, animals were rinsed off *E. coli* or *S. enterica*—GFP plates, washed with M9 (4 changes ×15 minutes), concentrated, and then transferred to *E. coli*, *E. coli* plus 50 µg/ml Tetracycline, *E. coli* plus 50 µg/ml Kanamycin, or *S. enterica*—GFP plates. At 24 hours post-transfer, animals were rinsed off plates, washed with M9 (4 changes ×15 minutes), and flash-frozen in Trizol (Life Technologies, Carlsbad, CA). Total RNA was extracted using the RNeasy Plus Universal Kit (Qiagen, Netherlands).

***elt-2(RNAi); fer-1(b232ts)*** **.** Animals were synchronized by treating gravid adults with sodium hydroxide and bleach. Synchronized L1 animals were grown on full lawn *E. coli* plates for 36 hours. At 36 hours, animals were rinsed off *E. coli*, washed with M9 (4 changes ×15 minutes), concentrated, and then placed on RNAi or vector control plates for 36 hours. At 72 hours, animals were rinsed off these plates washed with M9 (4 changes ×15 minutes), concentrated, and then placed on *S. enterica*—GFP plates for 36 hours. At 108 hours, animals were rinsed off *S. enterica*—GFP plates, washed with M9 (4 changes ×15 minutes), concentrated, and then transferred to *E. coli*, *E. coli* plus 50 µg/ml Tetracycline, or *S. enterica*—GFP plates for 24 hours. Animals were rinsed off plates, washed with M9 (4 changes ×15 minutes), and flash-frozen in Trizol (Life Technologies, Carlsbad, CA). Total RNA was extracted using the RNeasy Plus Universal Kit (Qiagen, Netherlands). All studies were performed at 25°C.

### Quantitative Real-Time PCR (qRT-PCR)

Total RNA was obtained as described above. A total of 1 µg total RNA was oligo(dT) primed and reverse transcribed in a 50 µl volume using the SuperScript III First-Strand Synthesis System (Life Technologies, Carlsbad, CA). Reactions without the addition of reverse transcriptase (RT) were also performed and served as controls for contaminating genomic DNA in quantitative PCR experiments. Two µl of the resulting plus or minus RT reactions served as templates in quantitative PCR experiments using Power SYBR Green PCR Master Mix (Life Technologies, Carlsbad, CA) and the StepOnePlus Real-Time PCR System (Life Technologies, Carlsbad, CA). For each sample, 3 technical replicates were performed. Pan-actin-normalized Ct values were determined using the StepOnePlus Software (Life Technologies, Carlsbad, CA). Primer sequences are available upon request. When applicable a one or two variable *t*-test was performed.

### RNA isolation for microarray analysis

*fer-1(b232ts)* animals were synchronized by treating gravid adults with sodium hydroxide and bleach. Synchronized L1 animals were grown on full lawn *E. coli* OP50 (uninfected) or full lawn *S. enterica* plates at 25°C for 36, 72, 96, or 120 hours. At designated transfer time points, animals were rinsed off *S. enterica* plates, washed with M9 (4 changes ×15 minutes), concentrated, and then transferred to *S. enterica* or *E. coli* plus 50 µg/ml Tetracycline plates. At designated harvesting time points, animals were rinsed off plates, washed with M9 (4 changes ×15 minutes), and flash-frozen in Trizol (Life Technologies, Carlsbad, CA). Total RNA was extracted using the RNeasy Plus Universal Kit (Qiagen, Netherlands).

### Microarray analysis

Total RNA was assessed for quality with an Agilent 2100 Bioanalyzer G2939A (Agilent Technologies, Santa Clara, CA) and a Nanodrop 8000 spectrophotomer (Thermo, Wilmington, DE). 100 ng of total RNA was converted to 1.65 µg Cy-3-labeled, linearly amplified cRNA using the Low Input Quick Amp (LIQA) Labeling One-Color Microarray-Based Gene Expression Analysis Kit (Agilent Technologies, Santa Clara, CA). cRNA was fragmented and added to 44 K feature Agilent *C. elegans* Gene Expression Microarray V2 slides (Agilent Technologies, Santa Clara, CA). Hybridization was performed in the Agilent rotisserie Hybridization Oven for 17 hours. Arrays were subsequently washed and scanned with the Agilent B scanner according to standard Agilent protocols (Agilent Technologies, Santa Clara, CA). 

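The deposited log2 values were checked against these steps. Averaging the spots of each gene name on the linear scale, then taking log2 and quantile normalizing, once among the 10 arrays of the 36-, 72- and 96-hour groups and once among the 6 arrays of the 120-hour groups and of the animals infected for 96 hours, gave fold changes that differ from those of Table S2 by at most 8.2e-05 on the log2 scale. This order of steps was found by matching Table S2 after the data had been examined, and it was run beside the normalization over all 14 arrays.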

Scanned data was log2 transformed and quantile normalized using Partek Genomics Suite (St. Louis, MO). Analysis of variance (ANOVA) t tests and fold-change calculations were also performed using Partek Genomics Suite (St. Louis, MO). 

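With the methods' ANOVA, run here as a linear model over the 7 groups without moderation of the spread, 304 names were past the 2-fold threshold at 96 hours and 177 at 120 hours, all of them among those past it with limma. After adjustment 6 names remained at each time point, in contrast to 36 and 10. The paper's text does not name the factors of the ANOVA or an adjustment of its p values for the number of genes.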

For each of the 5 time points, 2 biological replicates were assessed. The microarray data was deposited in the Gene Expression Omnibus database: GSE54212.

### Bioinformatics

Gene lists were culled from the literature and passed through WormBase Converter [52] using the WS220 genome release as the output (references are noted in Table S5). A total of 20,834 WS220 genes are represented by 1 or more probes in the Agilent *C. elegans* V2 array (Agilent Technologies, Santa Clara, CA). Gene ontology analysis was performed using the DAVID Bioinformatics Database (david.abcc.ncifcrf.gov/). The most significant gene ontology term in each DAVID functional annotation cluster was set as the significance of the overall cluster. Statistical significance of the overlap between two gene sets was calculated using the following on-line program: nemates.org/MA/progs/overlap_stats.html. Representation Factor represents the number of overlapping genes divided by the expected number of overlapping genes drawn from 2 independent groups. A background gene list of 20,834 was used for the calculation. P values were calculated using the hypergeometric probability. 1.5 kb cis-regulatory sequences were identified using WormMart (wormbase.org). Expression patterns were determined using WormMine (wormbase.org). Detailed bioinformatics protocols are available upon request.

## Supporting Information

Figure S1 Tetracycline effectively limits progression of an *S. enterica* infection. *fer-1(b232ts)* L1 animals were exposed to *S. enterica*—GFP for 72 hours and transferred to the indicated bacteria-antibiotic plates for 48 hours. Overall GFP intensity in the intestinal lumen was determined using an MZFLIII Leica stereomicroscope. Three levels of colonization were determined as heavy, weak, or none as described in Materials and Methods. The mean of 2 plates is shown. For each condition, we assayed 20–40 animals.
(TIF) Click here for additional data file.

Figure S2 Survival of uninfected animals exposed to Tetracycline. *fer-1(b232ts)* L1 animals were grow on killed *E. coli* for 72 hours and then transferred to killed *E. coli* or killed *E. coli* plus Tetracycline and scored for survival. Animals were scored for survival 72 hours after the initial exposure to *E. coli*. Plates containing 40 µg/ml 5-fluorodeoxyuridine were used, which is a standard method in nematode aging research. N = 100 animals per condition. The graphs represent the combined results of 2 independent experiments.
(TIF) Click here for additional data file.

Figure S3 Gene expression changes in infected animals treated with Kanamycin mimic gene expression changes in infected animals treated with Tetracycline. (A–B) Transcript levels of 4 selected down-regulated genes (B) and 5 selected up-regulated genes (C) as determined using qRT-PCR. Black striped bars represent gene expression changes in L1 animals grown on *E. coli* for 72 hours and then treated with Kanamycin for 24 hours relative to L1 animals grown on *E. coli* for 96 hours. Gray striped bars represent gene expression changes in L1 animals grown on *S. enterica* for 72 hours and then treated with Kanamycin for 24 hours relative to animals grown on *S. enterica* for 96 hours. (C–D) Comparison of gene expression changes in 4 selected down-regulated genes (C) and 5 selected up-regulated genes (D) during recovery with Tetracycline or Kanamycin. Gray bars represent gene expression changes in L1 animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours relative to animals grown on *S. enterica* for 96 hours. Gray striped bars represent gene expression changes in L1 animals grown on *S. enterica* for 72 hours and then treated with Kanamycin for 24 hours relative to animals grown on *S. enterica* for 96 hours. qRT-PCR studies were performed in duplicate. SEM is shown.
(TIF) Click here for additional data file.

Figure S4 *gsto-1(RNAi)* animals are minimally affected during resolution of an infection. (A) Control *fer-1(b232ts)* or *fer-1(b232ts) gsto-1(RNAi)* L1 animals were exposed to *E. coli* or *S. enterica*—GFP for 72 hours and then transferred to *E. coli* plus Tetracycline or *S. enterica*—GFP and scored for survival. (B) Control *fer-1(b232ts)* or *fer-1(b232ts) gsto-1(RNAi)* animals were exposed to *E. coli* or *S. enterica*—GFP for 72 hours and then transferred to *E. coli* plus Tetracycline and scored for survival. N = 60 animals per condition. The graphs represent the combined results of 5 independent experiments.
(TIF) Click here for additional data file.

Figure S5 ELT-2-controlled immunity and structural genes that are not significantly altered during recovery from *S. enterica* infection. (A–B) Transcript levels of ELT-2-regulated immunity genes (A) or ELT-2-regulated intestinal homeostasis genes (B) over the infection time course. The expression values of animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours are denoted with open circles. The expression values of animals grown on *S. enterica* for 96 hours are denoted with an X. (C) Transcript levels of *clec-67* as determined using qRT-PCR. Black bars represent gene expression changes in L1 animals grown on *E. coli* for 72 hours and then treated with Tetracycline for 24 hours relative to L1 animals grown on *E. coli* for 96 hours. Gray bars represent gene expression changes in L1 animals grown on *S. enterica* for 72 hours and then treated with Tetracycline for 24 hours relative to animals grown on *S. enterica* for 96 hours. qRT-PCR studies were performed in triplicate. SEM is shown.
(TIF) Click here for additional data file.

Figure S6 Survival of *elt-2(RNAi)* animals exposed to Tetracycline is not affected. Control *fer-1(b232ts)* or *fer-1(b232ts) elt-2(RNAi)* animals were exposed to *E. coli* or *S. enterica*—GFP for 36 hours and then transferred to *E. coli* or *S. enterica*—GFP and scored for survival. N = 20–60 animals per condition. The graphs represent the combined results of 2 independent experiments.
(TIF) Click here for additional data file.

Table S1 Microarray expression data.

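Table S1 gives, for each array name, ratios of expression in the groups of the 96-hour experiment to that in the uninfected animals at 36 hours. The first 1999 names of the table were compared here, of which 1993 were matched to a name on the array. The log2 of the ratios and the log2 changes computed here had Pearson's r of 0.998 for 36 hours, 0.993 for 72 hours and 0.999 for 96 hours of infection, and 0.998 for recovery at 96 hours, across these names. Single names differed more, with largest log2 differences of 1.28, 6.01, 0.53 and 1.97 in the same order.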

(XLSX) Click here for additional data file.

Table S2 Genes altered more than 2-fold (p<0.05) upon recovery using microarray profiling.

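Table S2 lists names of the array, of which several can stand for 1 gene. All 136 lower and 135 higher names listed at 96 hours and all 63 lower and 87 higher names listed at 120 hours were matched to the array, and all had the same direction here. Past the 2-fold threshold at an unadjusted p under 0.05 were 122 (89.7%) and 116 (85.9%) of those at 96 hours, and 33 (52.4%) and 62 (71.3%) of those at 120 hours. After adjustment over all names, 19, 16, 1 and 9 of them had an adjusted p under 0.05. All 4 arrays of the comparison were well above background for 72 (52.9%) and 78 (57.8%) of the names at 96 hours, and for 18 (28.6%) and 33 (37.9%) of those at 120 hours.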

(XLSX) Click here for additional data file.

Table S3 GO enrichment analysis using DAVID bioinformatics database.
(XLSX) Click here for additional data file.

Table S4 Genes altered more than 2-fold (p<0.05) upon recovery at both the 96-hour timepoint and the 120-hour timepoint.

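Of the 15 names that Table S4 lists as lower at both time points, 12 were matched to a name on the array, and 10 of these were past the 2-fold threshold at both time points here. The others were C27D9.2 and *ilys-5*. Of the 26 names listed as higher, 25 were matched and 21 were past the threshold at both. The others were *gsto-1*, C02D5.3b, T02B11.4 and a name listed as UDP-glucuronosyltransferase. Of these, C02D5.3b has a sister array name, C02D5.3c, which was past it at both. The UDP-glucuronosyltransferase name averages probes of K04A8.10, which rose by 1.54 and 1.34, and of H10D18.6, which was above background on no array. Every matched name had the listed direction at both time points.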

(XLSX) Click here for additional data file.

Table S5 Overlap of recovery gene sets and previously studied gene sets.
(XLSX) Click here for additional data file.

Table S6 Analysis of TGATAA sites in 1.5kb promoter regions of qRT-PCR-confirmed recovery genes.
(XLSX) Click here for additional data file.

Table S7 Expression patterns of recovery genes via WormMine.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

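The arrays measured RNA of *fer-1(b232ts)* animals in 7 groups of 2 biological replicates, 14 arrays in all, as labelled 100 ng RNA samples on Agilent 1-colour arrays: uninfected animals at 36 hours, animals infected with *S. enterica* for 36, 72, 96 and 120 hours, and animals infected for 72 or 96 hours and then kept for 24 hours on *E. coli* with 50 µg/ml Tetracycline. Each array was mapped to its group by its label, and none was left out. The deposited files are of 2 kinds. The scanner files hold, for each of 43803 spots that are not controls, the signal intensity after the authors' scanner software subtracted the background, without normalization between arrays. The value table holds 1 log2 value per probe, which the authors had quantile normalized in Partek Genomics Suite in 2 sets of arrays, the 4 arrays of 120 hours apart from the other 10. Since the deposited value table mixes 2 normalizations, the scanner files were used, and the table served as an alternative.

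The intensity was log2 transformed and quantile normalized across the 14 arrays together, and averaged over the spots of each of the 24906 gene names of the array design, with spots marked as outliers by the scanner left out. A total of 34 names had a value missing on some array. No filter on dim genes was applied. Between 64.9% and 78.8% of spots per array were well above background by the scanner's call, 0 spots were saturated, 14390 names were well above background on all 14 arrays, and 2918 on none. The lowest log2 signal of a probe called well above background was between 1.97 and 3.94 across arrays. Probes with a higher signal could still fail the call, such as 1 *nas-4* probe at 5.081 in replicate 1 of the animals infected for 72 hours. A name counts as well above background on an array if at least 1 of its probes does. Where none of the arrays of a group was well above background, signals under the array's lowest called signal were replaced by it. The fold change is then given as an approximate lower limit, and where this held for both groups none is given. The number of arrays limits the precision, since 2 replicates per group leave 7 residual degrees of freedom over the 7 groups. Probe positions are those of the ce4 assembly in the array design, and 20500 of the gene names (82.3%) were matched to a table of current gene symbols. For 38 names the probes lie in more than 1 sequence name.

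Groups were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with 1 linear model over the 7 groups and empirical Bayes moderation. Recovery was compared at 96 and at 120 hours, infection at 36 hours, each later group with the uninfected animals, and the recovery at both time points with each other as an interaction. The counts use the threshold that the paper states, a change of more than 2-fold and an unadjusted p under 0.05, and Benjamini-Hochberg adjusted p values over all 24906 names are given beside them. Families were read from the gene names and tested with camera (preset correlation 0.01), with fry and camera with an estimated correlation beside it, adjusted over 10 tests for recovery and 5 for infection at 36 hours. Gene lists for mitochondrial stress (9 genes, 8 found on the array), the propionate shunt (5) and the *abf* genes (6) were written in advance and tested in the same way, adjusted over 6 and 3 tests. The overlap of the 96-hour and 120-hour lists was tested with the hypergeometric distribution over all names. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.

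The genes named in the text were fixed by a rule set in advance: every gene that the paper names with array values or in Figure 3, *clec-67*, *elt-2*, the *abf* genes, *fer-1*, the members of the Table S3 clusters of the 5 families, the genes of the lists, and for each of the recovery comparisons and the 36-hour comparison the 5 largest falls and the 5 largest rises among genes with an adjusted p under 0.05 that moved the same way in both replicates. The steps were tested on simulated data, with 100 changed genes of each size among 24872 names. At 96 hours, 87% of genes changed by 1.5 on the log2 scale were past the 2-fold threshold and 63% after adjustment, and at 120 hours 86% and 53%. A further 20 sets of arrays without any change (seed 1) gave the counts expected by chance.

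Each result was computed again with 1 choice changed at a time: scaling to the 75th percentile, normexp background correction with an offset of 50, the authors' value table, outlier-marked spots kept, dim names left out, the brightest probe of a name, the replicate number as a block, the slide as a random block, only the 4 arrays compared, the methods' ANOVA, a plain 2-group test, an intensity trend in the moderation, and each array left out in turn. Added after the data had been examined were the slide as a fixed block and the steps that match Table S2. Left out were the sentences on quantitative RT-PCR, RNAi, colonization and survival, for which no array was used, and the share of genes with a TGATAA sequence upstream, since no genome sequence was used here. The gene ontology enrichment itself was not analysed here, and of Table S1 only the first 1999 names were. Counts in the paper's text are of genes after conversion to the WS220 release, while the counts here are of array names.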

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

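The tests of developmental stage and of signal near background given here were chosen only after the result was seen, while the comparisons at 36 hours and the interaction of recovery and time were planned.

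The probe A_12_P176455, which has no gene name (chromosome V, 11937666 to 11937725), was at least 3.74-fold higher upon recovery at 120 hours and was not well above background in either group at 96 hours. The difference between the time points was -2.30 (adjusted p = 0.0280), which made it the only name with an adjusted p under 0.05 in the interaction test (limma), among 445 with an unadjusted p under 0.05. It drew attention because the effect of the same treatment differed between the time points. The number of such names was 0 to 3 under the other ways of processing and 7 to 45 with an array left out. Signal near background is a candidate explanation, since the probe was well above background on 2 of 14 arrays, both from treated animals at 120 hours, and the difference was -0.31 after normexp background correction. A signal that rises from below detection in both replicates would look the same, so that the 2 explanations cannot be told apart on these arrays, and a difference in the length of infection stays open as untested.

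At 36 hours, 3677 names differed between infected and uninfected animals after adjustment (1608 lower and 2069 higher on *S. enterica*), a comparison for which the paper gives ratios in Table S1 but no count. Both groups lay on the same pair of slides, so that the slide does not separate them, and 5962 names were past the adjusted threshold with the slide as a fixed block. Scaling to the 75th percentile, which moves the median of all names from 0.02 to -0.12, gave 1943 names, and leaving out an array gave 1413 (without replicate 2 of the uninfected animals) to 3315. With limma on the 4 arrays alone no name passed after adjustment, while 6159 had an unadjusted p under 0.05, and with the plain 2-group test none passed and 4237 had an unadjusted p under 0.05. Animals on *S. enterica* may have been further along in development than those on *E. coli* OP50. If so, names changed by infection at 36 hours should change the same way from 36 to 72 hours of infection, and with no array shared between the 2 differences Pearson's r across all names was 0.276 on average (0.30 and 0.25). This fits part of the pattern, as a hypothesis found and tested on the same arrays, and it leaves open how many of the 3677 names it covers. The infection itself and the change of bacterial diet from *E. coli* OP50 to *S. enterica* are confounded in the design and stay open as untested.

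The 5 genes of the propionate shunt, the pathway of *acdh-1*, were all lower on *S. enterica* at 36 hours, with a median log2 change of -1.64 (camera adjusted p = 3.75e-06 over 3 lists, 4 genes with an adjusted p under 0.05 over all names and 5 adjusted over the list alone). All 5 stayed lower under each other scaling and background correction, with medians of -1.72 to -1.44. The paper does not report on this pathway. Developmental stage could not be decided as the cause, since from 36 to 72 hours of infection the median change of the 5 genes was -0.512 but 3 genes fell and 2 rose, among them *acdh-1* itself by 0.45. *S. enterica* and *E. coli* OP50 differ as food, and no array separates diet from infection at 36 hours, so that a nutritional cause stays open as untested.

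The 15 lysozyme genes were lower on *S. enterica* at 36 hours, with a mean log2 change of -0.84 and 11 genes lower (camera adjusted p = 1.11e-04), 7 of them with an adjusted p under 0.05 over all names. The mean was between -1.01 and -0.75 under the other scalings and background corrections. It drew attention because the paper refers to lysozymes as part of an inducible immune response. From 36 to 72 hours of infection the median change of the 15 genes was 0.439, and 4 genes fell and 11 rose. Of the 11 genes lower at 36 hours, only *ilys-4* fell (by 1.65), while *lys-8* stayed near 0 and the others rose. This direction is opposite to a fall with stage. Developmental stage could still not be decided as the cause, since this change also includes the longer infection and uses the same infected arrays at 36 hours. The infection at this stage and the bacterial diet, which the design does not separate, stay open as untested. The paper found few animals colonized even after 72 hours.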

How the results depend on the processing

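Apart from the slide as a fixed block and the steps that match Table S2, which were chosen after seeing the data, all alternatives were set before the data were examined, so that only these tests were chosen after the results were seen. Over the counts, correlations, families and lists, 474 values stayed the same, meaning a count within 1.5 times, a correlation within the spread between replicates, and a family or list with the same direction and side of the threshold, while 106 moved, 21 reversed, 14 lost the threshold of a test and 1 gained it. Another 3 of the reversed values, all of the propionate shunt at 96 hours, gained the threshold too. The lysozyme family kept its direction and stayed past the threshold at both time points under every alternative (-0.71 to -0.60 at 96 hours and -0.37 to -0.23 at 120 hours with an array left out), as did the *ugt* family at 120 hours. Unless a reason is given, the cause was not tested.

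After scaling to the 75th percentile, the adjusted counts were 20 at 96 hours (36 as reported), 6 at 120 hours (10) and 1943 at 36 hours (3677), no name passed for the difference between time points (349 at an unadjusted p under 0.05), and 163 names were lower at 120 hours (99). The C-type lectin mean at 120 hours became -0.0842 (adjusted p = 0.0348), the propionate shunt medians changed sign to -0.0089 at 96 and 0.0053 at 120 hours, and the correlations became 0.175 between time points, -0.201 with infection at 36 hours, -0.101 with earlier infection and, reversed, -0.0381 with later infection. After normexp correction 27 names were lower and 21 higher at 96 hours, 7 and 15 at 120 hours, with 3 and 10 shared, no name differed between time points (347 unadjusted), the propionate shunt medians were -0.0081 and 0.0349, and the correlations 0.347 between time points, -0.108 with infection at 36 hours and 0.0948 with later infection. This correction adds an offset that pulls small log2 changes of dim genes toward 0. With the authors' value table, 7 names passed after adjustment at 96 hours and 0 at 120 hours (limma, 592 at an unadjusted p under 0.05), and the correlation with infection at 36 hours was -0.205. With the brightest probe, 2 names differed between time points, the propionate shunt medians were -0.0742 (adjusted p = 0.0177) and 0.0975, and the correlation with infection was -0.204. Without dim names, 115 names were higher at 96 hours, and 61 lower and 90 higher at 120 hours, because fewer names were tested, and the correlations were 0.349 between time points, -0.210 with infection at 36 hours and 0.0774 with later infection.

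With the replicate number as a block, that is, paired arrays, 60 names passed after adjustment at 96 hours and 0 for the difference between time points (678 unadjusted). With the slide as a random block, the adjusted counts were 126 at 96 hours, 27 at 120 hours, 6036 at 36 hours and 3 for the difference, with 149 names lower at 120 hours, and the names past the 2-fold threshold included all of those reported. With the slide as a fixed block, 62 names passed after adjustment at 96 hours and 5962 at 36 hours. With only the arrays compared, limma gave 0 names after adjustment at 96, 120 and 36 hours and for the difference (1219, 586, 6159 and 558 unadjusted), and a correlation of -0.212 with infection. In the plain 2-group test, with 2 residual degrees of freedom, 0 names passed after adjustment at each of these times (1217, 673 and 4237 unadjusted) and 2 for the difference, 92 names were lower and 88 higher at 96 hours, 39 and 55 at 120 hours, with 6 and 20 shared, the glutathione S-transferase mean at 96 hours, 0.161, lost the threshold (adjusted p = 0.0919), and the correlation with infection was -0.215. With the methods' ANOVA, 6 names passed after adjustment at each time point and 64 were lower at 120 hours. With an intensity trend, 0 names passed for the difference (385 unadjusted). With the steps that match Table S2, 0 names passed after adjustment at 96 and 120 hours (1132 and 711 unadjusted), 63 were lower and 87 higher at 120 hours, 26 higher names were shared, the propionate shunt medians were -0.0187 and 0.0121, and the correlation with infection was -0.235.

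The fry test left the glutathione S-transferase (0.161 at 96 and 0.157 at 120 hours) and *cyp* means (0.367 and 0.417) outside the threshold (adjusted p = 0.0699). With an estimated correlation in camera, these had adjusted p values of 0.115, 0.0872, 0.0872 and 0.0774, and the C-type lectin mean of -0.153 (0.0591) and the *ugt* mean of 0.288 (0.0674) at 96 hours were outside it as well.

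With each array left out in turn, where the lone array of a group is assumed to vary like the other groups, the ranges were 202 to 366 lower, 181 to 364 higher and 36 to 65 adjusted names at 96 hours, 161 to 276, 104 to 343 and 26 to 97 at 120 hours, 1413 to 3315 adjusted at 36 hours and 7 to 45 for the difference between time points. A group of 1 array has a wider spread, and more 2-fold changes arise from it by construction. Means ranged from -0.219 to -0.0868 for the C-type lectins at 96 hours (outside the threshold without replicate 2 of the infected animals), and at 120 hours from 0.0547 to 0.259 for the glutathione S-transferases and from 0.153 to 0.681 for *cyp* (both outside it without replicate 2 of the treated animals). Medians ranged from -0.108 to 0.0948 at 96 hours and from -0.0315 to 0.0660 at 120 hours for the propionate shunt (adjusted p = 0.0318 at 96 hours without replicate 1 of the infected animals, with a median of -0.108, and adjusted p = 0.0448 without replicate 2 of the treated animals, with -0.0294), and for the *abf* list at 120 hours from -0.0082 to 0.0256. Correlations ranged from 0.0665 to 0.159 between time points, from -0.207 to -0.123 with infection at 36 hours, from -0.172 to 0.0865 with earlier and from -0.121 to 0.181 with later infection, so that the signs of the last 2 are open. Single genes that changed sign were at 96 hours *cdc-42* (-0.0165 to 0.118), *pmp-3* (-0.162 to 0.0608), *clec-67* (-0.0666 to 0.155) and *elt-2* (-0.303 to 0.1699), at 120 hours *cdc-42* (-0.389 to 0.139), *pmp-3* (-0.286 to 0.158), Y45F10D.4 (-0.0826 to 0.461), *clec-67* (-0.0703 to 0.337) and *elt-2* (-0.262 to 0.183), and at 36 hours *abf-3* (-0.0458 to 1.07), all with changes close to 0 or signals under background. For the other results of single genes, 1659 values were on the same side, 224 lost and 53 gained the adjusted threshold. The representation factors of 23.8 and 36.0 ranged over all settings from 10.8 (without replicate 1 of the infected animals at 120 hours) to 395 for the lower and from 14.0 (without replicate 2 of the treated animals at 120 hours) to 791 for the higher names, both highest with normexp background correction.

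Some settings gave no value. The authors' value table and the steps that match Table S2, which treat 96 and 120 hours apart, gave none for the difference between time points and the correlation with later infection, and the slide as a fixed block gave none for the correlations with earlier and later infection, whose groups lie on different slides. The share of genes with a TGATAA sequence and its alternatives were not run. Signal over background limits the results as well, since only 43.7% of the lower and 47.1% of the higher names at 96 hours, and 25.3% and 37.2% at 120 hours, were well above background on both arrays of both groups.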

Differences from the paper's values

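The steps that match Table S2 named here were chosen after seeing the values, while the other alternatives were set before the data were examined, and no cause of a difference was tested.

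At 96 hours the paper's value is 243 genes altered, and 381 array names were counted here; the paper's 126 down-regulated genes stand beside 190, and its 117 up-regulated genes beside 191. Of the 16 alternatives, 5 come within 1.5 times of the paper's counts of altered and of down-regulated genes (the authors' value table, dim names left out, only the arrays compared, the methods' ANOVA and the plain 2-group test), and these and scaling to the 75th percentile for the up-regulated genes, while the other 11, or 10, do not. At 120 hours the paper's 57 down-regulated genes stand beside 99, and dim names left out, the methods' ANOVA and the plain 2-group test come within 1.5 times, while the other 13 alternatives do not. The paper's 72 up-regulated genes stand beside 145, and dim names left out, the plain 2-group test and leaving out replicate 2 of the 120-hour infected animals come within 1.5 times, while the other 13 do not. The paper's counts are of genes after conversion to WS220, and those here are of array names.

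Counted as array names at 96 hours, the paper's Table S2 lists 136 lower and 135 higher names, beside 190 and 191 here. Both counts here are within 1.5 times, as they are for 9 of 16 alternatives each, while the other 7 are not. Counted as array names, the paper's Table S2 lists 63 lower names at 120 hours, beside 99 here, and dim names left out, only the arrays compared and the methods' ANOVA come within 1.5 times, while the other 13 alternatives do not. The paper's Table S2 lists 87 higher names, beside 145 here, and these 3 and leaving out replicate 2 of the 120-hour infected animals come within 1.5 times, while the other 12 do not. The paper's Table S4 lists 26 names higher at both time points, beside 40 here. Of 20 alternatives, 12 come within 1.5 times, namely scaling to the 75th percentile, the authors' value table, dim names left out, only the arrays compared, the methods' ANOVA, the plain 2-group test, and leaving out either replicate of the infected animals at 96 or at 120 hours or replicate 2 of the treated animals at 96 or at 120 hours, while the other 8 do not. The paper's representation factors are 43.5 for the lower and 64.3 for the higher genes, and those here are 23.8 and 36.0. Dim names left out and the methods' ANOVA come within 1.5 times for both, and the plain 2-group test for the lower genes, while the other 17 and 18 of 20 alternatives do not. The steps that match Table S2, chosen after seeing the values, give 136 lower and 135 higher names at 96 hours and 63 and 87 at 120 hours, with 15 and 26 shared and representation factors of 43.6 and 55.1.

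Fold changes of some single genes differed by more than the replicate error, which is small for some of them. Those of T16G1.5, *acdh-1*, *cyp-13A6*, *gsto-1*, *hrg-4* and *pgp-1* were within the error at both time points. So were those of T16G1.6, *ugt-16* and *ugt-61* at 96 hours and of *ilys-3* at 120 hours. For *clec-28*, *ins-8* and *lys-9* the values here are lower limits, which the paper's values exceed. For T16G1.6 at 120 hours the paper's value in Table S2 is 13.8522 and the value here 15.4, and for *ilys-3* at 96 hours the paper's is -4.53478 and the value here -4.82, and none of the 16 alternatives is within the error for either. For *nas-4* at 96 hours the paper's value is 2.36416 and the value here 1.59, and none of the 16 alternatives is within the error or calls the gene. For *clec-25* at 96 hours the paper's value is -3.36108 and the value here -3.20, and for *ugt-61* at 120 hours the paper's is 5.2536 and the value here 4.66, and scaling to the 75th percentile and the authors' value table are within the error for both, while the other 14 alternatives are not. For *ugt-16* at 120 hours the paper's value is 3.01879 and the value here 2.93, with only the authors' value table of 16 alternatives within the error. The steps that match Table S2, chosen after seeing the values, give each of these to within 8.2e-05 on the log2 scale.

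The paper lists *nas-4* at 96 hours and *gsto-1* at 120 hours as altered, and neither was past the threshold here, with log2 changes of 0.67 and 0.97. Of the settings run, the steps that match Table S2, chosen after seeing the values, call both, and scaling to the 75th percentile, the authors' value table, and leaving out replicate 1 of the infected or of the treated animals at 120 hours call *gsto-1*. Of the names in the paper's Table S2, 122 of 136, 116 of 135, 33 of 63 and 62 of 87 were past the threshold here, as were 132, 120, 58 and 80 with the authors' value table, and all of them with the steps that match Table S2, chosen after seeing the values. The paper presents lysozymes as part of the immune response that infection activates, and here the lysozyme family was lower on *S. enterica* at 36 hours, with a mean change of -0.84. At 96 hours of infection its members went both ways against the uninfected animals, from -2.71 for *lys-6* to 4.52 for *ilys-3*. There *ilys-1*, *ilys-3*, *lys-3*, *lys-7*, *lys-9* and *lys-10* were higher and the other members lower, in a comparison that also differs in age and slide.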

Other observations

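The tests on mitochondrial stress genes, the propionate shunt, signal near background for names past the threshold at 1 time point, and the time course were planned, and the tests on chance, on the slides, on the propionate shunt without *acdh-1*, on the number and spread of the 120-hour arrays and on the *nas-4* probes were chosen only after the result was seen.

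How many of the 381 names past the 2-fold threshold at 96 hours could be due to chance depends on the spread assumed. Simulated arrays without any change gave a median of 402 such names with the spread of the model without slides and 151 with the differences between slides kept. With the slide as a fixed block, 401 names were past the threshold, against a median of 260 (226 to 287) in simulations fitted the same way. After adjustment 36 names passed, against at most 1 in any simulation, which argues against chance as the source of all of them. The spread without slides gave 1204 to 1320 names with an unadjusted p under 0.05, more than the 1114 seen, which argues against it. With the differences between slides kept, 382 to 452 such names were simulated. The share of chance among the names that pass only at the unadjusted threshold still has no single value, since it rests on how the slides are treated.

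Noise without a shared change, in particular from slides that both time points share, could have produced the overlap between 96 and 120 hours. Differences between replicates were more alike between groups on the same slides, with Pearson's r of 0.13 to 0.48 in 9 pairs of such groups and 0.02 to 0.30 in 12 other pairs. With each time point taken from its own slide, r was 0.280 or higher across names well above background on all 8 arrays, and 0.11 and 0.10 across all names. With both time points on the same slide, r was 0.16 and 0.23 across the former and 0.03 and 0.07 across all names. Since r was no lower between slides, this argues against noise of a shared slide as the source of the whole correlation. The 18 lower and 40 higher names shared by both time points were more than the 7 to 17 and 3 to 16 in simulated arrays without change, and 7 names were adjusted at both, which argues against noise independent between genes as the source of the whole overlap. The simulations hold no noise common to many genes. Such noise, if present on both slides, and a shared change cannot be told apart here.

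Names past the threshold at 1 time point only may reflect signal near background. Of these 509 names 30.1% were well above background on all 8 arrays, in contrast to 70.7% of the 58 names past the threshold at both. This is consistent with part of the difference between the lists arising near background, and does not show that any single name changed at 1 time point only, since the interaction test had 1 name after adjustment.

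The smaller number of names at 120 hours is not due to fewer degrees of freedom in a separate test, since tests on 4 arrays each gave 180 names at 96 hours and 94 at 120 hours. A larger spread between arrays could contribute, since the median absolute difference between replicates was 0.314 in treated animals at 120 hours and 0.2353 or less in the other groups. With 2 arrays per group, a spread between animals, as the paper proposes from the heterogeneity of colonization, and a spread between arrays cannot be told apart. A weaker response at 120 hours stays open as well.

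The recovery plates differ from the infection plates in Tetracycline and in the bacterial diet as well as in the loss of infection, and no array separates these. Tetracycline blocks translation in bacteria and could act on host mitochondria. The 8 mitochondrial stress genes had median log2 changes of 0.0809 at 96 hours (6 higher, camera adjusted p = 0.399) and 0.0431 at 120 hours (5 higher, adjusted p = 0.598), and 0.02 at 36 hours of infection. Members went both ways, so that a weak effect of Tetracycline on mitochondria cannot be told apart from none.

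*acdh-1* falls where bacteria supply vitamin B12, and the recovery plates may have provided more of it. Then the other 4 propionate shunt genes should fall with it, but the largest fall among them at 96 hours was -0.218, of *hphd-1* (Y38F1A.6), with a standard error of 0.14, and their median was 0.02 at both time points, while *acdh-1* fell by 2.56. Over all 5 genes the median at 96 hours was 0.02 and the mean -0.53 (camera adjusted p = 0.162), and at 120 hours -0.0014 and -0.32 (adjusted p = 0.399), with 1 gene, *acdh-1*, adjusted over the list alone. With the brightest probe, without replicate 1 of the infected animals and without replicate 2 of the treated animals, the list had adjusted p values of 0.0177, 0.0318 and 0.0448 and negative medians. The other 4 genes alone, tested only after these values were seen, had a median of -0.05, -0.08 and -0.0023 there (camera unadjusted p = 0.289, 0.214 and 0.455), and the lowest change of any of them under all settings run was -0.32. At 36 hours of infection, where *acdh-1* was lower by 3.03, *hphd-1* was lower by 1.69. The other genes thus did not fall at 96 hours by the size seen at 36 hours. In infected animals at 96 hours they were already lower than in uninfected animals at 36 hours, from -1.10 (*hach-1*) to -4.15 (*hphd-1*). That comparison also differs in age and slide. Genes already low may not fall further, although *acdh-1*, lower there by 6.34, did. The test therefore cannot decide on vitamin B12, and a small fall of the pathway or a response of *acdh-1* alone stays open.

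Treated animals could have been slower or faster along the time course than infected ones. Pearson's r across all names was 0.0425 between recovery at 96 hours and the change from 72 to 120 hours of infection, and -0.0612 between recovery at 120 hours and the change from 72 to 96 hours, and both change sign when single arrays are left out. The groups of the time course lie on different slides, so that a shift in time cannot be told apart from none.

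The rise of *nas-4* at 96 hours rests on 1 of its 4 probes, and the largest change among the other 3 probes was 0.185. This fits a change in 1 part of the transcript or a signal of that probe alone, which may include another transcript or an artefact of the spot. No biological explanation was tested. The paper's qRT-PCR also found *nas-4* higher upon recovery (Figure 3B). The array probe was higher on both treated arrays at 96 hours, which lay on different slides. At 120 hours the same probe changed by 0.20, and the mean of the 4 probes changed by 0.35.

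Expression of *elt-2* (chromosome X) changed by -0.07 upon recovery at 96 hours (standard error 0.22) and by -0.04 at 120 hours, and by -0.28 at 36 hours of infection. *fer-1*, the gene mutated in the strain, was not well above background in either group at 96 hours and on 1 array of each group at 120 hours, so no change upon recovery is given for it. Among names with an adjusted p under 0.05, the largest falls at 36 hours of infection were those of Y38H6C.21, D1014.6, Y71G12B.18 and *acdh-2*, whose locus the array also lists as C17C3.12a (adjusted p = 1.26e-04; a fall of 4.67 at the 1 of its 3 probes that was well above background on all 4 arrays), and the 5 largest rises were those of *pqn-97* (at least 13.1-fold), *srab-21*, *sea-1*, *abf-4* and Y116A8C.22. The ranking at 36 hours also used the measured log2 change, including signals under background. The *ugt* and *cyp* genes, which rose upon recovery, were lower on *S. enterica* at 36 hours in 47 of 60 and 49 of 75 cases.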
